# The Role of a Glucosinolate-Derived Nitrile in Plant Immune Responses

**DOI:** 10.3389/fpls.2020.00257

**Published:** 2020-03-10

**Authors:** Hieng-Ming Ting, Boon Huat Cheah, Yu-Cheng Chen, Pei-Min Yeh, Chiu-Ping Cheng, Freddy Kuok San Yeo, Ane Kjersti Vie, Jens Rohloff, Per Winge, Atle M. Bones, Ralph Kissen

**Keywords:** secondary metabolites, glucosinolates, nitriles, metabolomics, transcriptomics, plant innate immunity

## Abstract

Glucosinolates are defense-related secondary metabolites found in Brassicaceae. When Brassicaceae come under attack, glucosinolates are hydrolyzed into different forms of glucosinolate hydrolysis products (GHPs). Among the GHPs, isothiocyanates are the most comprehensively characterized defensive compounds, whereas the functional study of nitriles, another group of GHP, is still limited. Therefore, this study investigates whether 3-butenenitrile (3BN), a nitrile, can trigger the signaling pathways involved in the regulation of defense responses in *Arabidopsis thaliana* against biotic stresses. Briefly, the methodology is divided into three stages, (i) evaluate the physiological and biochemical effects of exogenous 3BN treatment on Arabidopsis, (ii) determine the metabolites involved in 3BN-mediated defense responses in Arabidopsis, and (iii) assess whether a 3BN treatment can enhance the disease tolerance of Arabidopsis against necrotrophic pathogens. As a result, a 2.5 mM 3BN treatment caused lesion formation in Arabidopsis Columbia (Col-0) plants, a process found to be modulated by nitric oxide (NO). Metabolite profiling revealed an increased production of soluble sugars, Krebs cycle associated carboxylic acids and amino acids in Arabidopsis upon a 2.5 mM 3BN treatment, presumably via NO action. Primary metabolites such as sugars and amino acids are known to be crucial components in modulating plant defense responses. Furthermore, exposure to 2.0 mM 3BN treatment began to increase the production of salicylic acid (SA) and jasmonic acid (JA) phytohormones in Arabidopsis Col-0 plants in the absence of lesion formation. The production of SA and JA in nitrate reductase loss-of function mutant (*nia1nia2*) plants was also induced by the 3BN treatments, with a greater induction for JA. The SA concentration in *nia1nia2* plants was lower than in Col-0 plants, confirming the previously reported role of NO in controlling SA production in Arabidopsis. A 2.0 mM 3BN treatment prior to pathogen assays effectively alleviated the leaf lesion symptom of Arabidopsis Col-0 plants caused by *Pectobacterium carotovorum* ssp. *carotovorum* and *Botrytis cinerea* and reduced the pathogen growth on leaves. The findings of this study demonstrate that 3BN can elicit defense response pathways in Arabidopsis, which potentially involves a coordinated crosstalk between NO and phytohormone signaling.

## Introduction

Plants are sessile organisms constantly exposed to a wide range of natural enemies, ranging from microbes, small insect herbivores to large herbivores. Once their physical defenses are breached, plants initiate a two-layered innate immune system that allow them to recognize, relay warning signals and mount defense against the invaders (Chisholm et al., 2006; Jones and Dangl, 2006).

The first layer of the innate immune system is primarily regulated by the membrane-bound pattern recognition receptors (PRRs), which enable plants to perceive the pathogen-/microbe- associated molecular patterns (PAMPs/MAMPs) and damage-associated molecular patterns (DAMPs) during a pathogen attack. DAMPs are self-elicitors as they are signal molecules released from damaged or dying plant cells (Roh and Sohn, 2018). The molecular pattern-bound PRRs trigger an innate immune response [PAMP-triggered immunity, (PTI); MAMP-triggered immunity, (MTI); DAMP-triggered immunity; (DTI)] to stop the invasion of pathogens (Heil and Land, 2014; Zipfel, 2014). The pathogens can overcome PTI/MTI/DTI (generally referred as PTI here onward) by deploying specific effector proteins, but may trigger the second layer of the innate immune system.

In the second layer of the innate immune system, plants can recognize the pathogen effector proteins through resistance proteins to activate effector-triggered immunity (ETI) (Rajamuthiah and Mylonakis, 2014). The ETI response is quicker and more intense than PTI. Both PTI and ETI initiate a battery of defense maneuvers, including increase of intracellular calcium and oxidative burst, activation of mitogen-activated protein kinase (MAPK) cascades, activation of transcription factors (such as WRKY family) and defense-related genes regulation (Couto and Zipfel, 2016; Kushalappa et al., 2016). Moreover, ETI response also triggers a hypersensitive response cell death to prevent the spread of pathogens (Vlot et al., 2017). Subsequently, hypersensitive response triggers the synthesis of secondary signal molecules, such as salicylic acid (SA), jasmonic acid (JA), nitric oxide (NO), reactive oxygen species (ROS), and lipid-derived molecules, to induce systemic acquired resistance (Fu and Dong, 2013; Gao et al., 2015).

Phytohormones are small endogenous, low-molecular-weight organic compounds that regulate a plethora of developmental and physiological processes (Bedini et al., 2018). Apart from developmental regulation, the phytohormone signaling cascades of SA, JA, and ethylene have also been associated with the aforementioned two layers of plant immunity, PTI and ETI (Mine et al., 2018). Each of the phytohormones has specific roles yet they can interact/crosstalk with one another either synergistically or antagonistically to execute the most efficient defense responses (Pieterse et al., 2012). Primary metabolites are the basic building blocks of nutrients that are required for normal growth and development of plants. On the flip side, the carbon skeletons and the stored energy of primary metabolites can also be utilized for defense purposes. An example of the alteration of primary metabolism in plants under a pathogen attack involves the post-translational derepression of invertase activity that led to an increased hydrolysis of sucrose into monosaccharides (Bonfig et al., 2010). Meanwhile, amino acids are the precursors of defensive proteins and defense-related secondary metabolites (Coruzzi and Last, 2000).

Secondary metabolites are also involved in plant defense. For example, glucosinolates, which are sulfur and nitrogen-containing plant secondary metabolites found in Brassicaceae. In *Arabidopsis thaliana*, glucosinolates are found in the sulfur-rich cells (Wittstock and Halkier, 2002). Myrosinases (thioglucosidase; EC3.2.1.147), which are present in myrosin cells in neighboring to sulfur-rich cells, will hydrolyze glucosinolates upon pathogen attack or upon mechanical damage that causes the disruption of plant tissue (Bones and Rossiter, 1996). Several glucosinolate hydrolysis products (GHPs), such as isothiocyanate, nitrile, epithionitrile and thiocyanate, can be generated depending on the side chain of their precursor glucosinolates and the presence of specifier proteins (Wittstock and Burow, 2010). Among the known GHPs, isothiocyanates are most studied. Isothiocyanates have been reported to be highly toxic to a broad range of natural enemies of plants including insects, fungi, bacteria and weeds (Halkier and Gershenzon, 2006; Gimsing and Kirkegaard, 2009; Stotz et al., 2011). Isothiocyanates are two edges swords. Not only they are toxic to susceptible pests and diseases, they are also found to be toxic to Arabidopsis at high dosage (Hara et al., 2010). Isothiocyanates also cause other negative effects on plants, such as triggering stomatal closure (Khokon et al., 2011), inducing cell death (Andersson et al., 2015), disrupting microtubules (Øverby et al., 2015a), depleting glutathione (Øverby et al., 2015b), and inhibiting root growth (Urbancsok et al., 2017).

The biological roles of other GHPs, such as nitriles, are not well understood. Nitriles are synthesized from glucosinolates by nitrile-specifier proteins or epithiospecifier proteins, in the presence of myrosinase (Lambrix et al., 2001; Kissen and Bones, 2009). Nitriles are less toxic compared to their corresponding isothiocyanates (Wittstock et al., 2003). It has been demonstrated that an epithiospecifier proteins overexpressing transgenic Arabidopsis, which can produce more nitriles, showed increased resistance to the bacterial pathogen *Pseudomonas syringae pv. tomato* DC3000 and the fungal pathogen *Alternaria brassicicola* (Miao and Zentgraf, 2007). This research indicates that the biological role of glucosinolate-derived nitriles in plants may be involved in disease resistance. Hossain and colleagues previously showed that 3-butenenitrile (3BN) could induce stomatal closure, ROS accumulation and NO production in guard cells of *A. thaliana* (Hossain et al., 2013), which are characteristic processes of DTI. However, to date, there is no study that elucidates the function of 3BN in enhancing the disease tolerance of Brassicaceae plants against pathogens. Therefore, in the present study we chose to investigate the effects of 3BN which is the nitrile-counterpart of the much studied sinigrin-derived allyl-isothiocyanate (Hara et al., 2010; Urbancsok et al., 2017). Among the different Brassicaceae species, *A. thaliana* was used in this study because it is the dicotyledonous model plant. The availability of a wide range of mutant lines and its complete genomic sequence provide extraordinary resources for functional biology studies (Reichelt et al., 2002).

To test the proposed function of 3BN, there were three objectives set out to be achieved in this study, i.e., (i) to evaluate the physiological and biochemical effects of 3BN treatment on Arabidopsis, (ii) to investigate the metabolites triggered by 3BN treatment in Arabidopsis, and (iii) to assess the enhanced disease tolerance of Arabidopsis conferred by 3BN treatment against necrotrophic pathogens.

## Materials and Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana* wild-type Columbia (Col-0) and nitrate reductase (*nia1nia2*) mutant line were grown in soil in a growth chamber with 16 h light (100 μmol m^–2^ s^–1^)/8 h dark photoperiod at 22°C. The *nia1nia2* mutant line has been described previously (Wilkinson and Crawford, 1993) and the plants were watered with 2.5 mM ammonium nitrate.

### Exposure to 3-Butenenitrile

3-butenenitrile (3BN, CAS 109-75-1) was purchased from Sigma-Aldrich (122793; 98%). 3BN was freshly diluted in 20 mL of commercial rapeseed oil to different concentrations (2.0, 2.5, 5.0, and 7.5 mM). Three weeks old *A. thaliana* plants were exposed to vapors of the different 3BN concentrations (20 mL in a 9-cm dish, with lid removed) for 24 h in a closed chamber (28.5 cm × 28.5 cm × 19.5 cm) (Figure 1A). The concentration of 3BN vapor emitted from a 2.5 mM 3BN solution into the chamber can be calculated to 1.578 nmol/cm^3^. Plants of different genetic backgrounds were treated together in the same chamber. The setup for control (mock) treatment was identical with plants exposed only to 20 mL rapeseed oil. The effect of the 3BN treatment was compared between the wild-type and *nia1nia2* mutant line. Photographs were taken 2 days post-3BN treatment.

**FIGURE 1:**
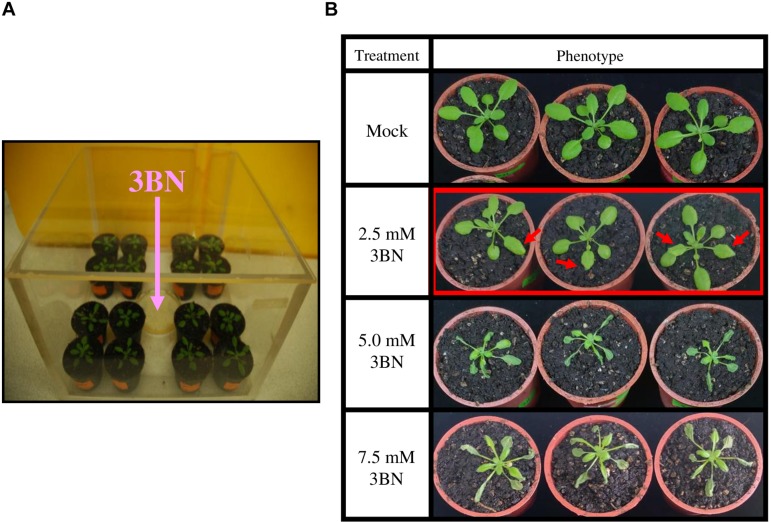
3BN treatment setup and response in Arabidopsis col-0 (wild-type). **(A)** Three weeks old Arabidopsis (wild-type) plants were separately treated with different concentrations of 3BN in closed containers for 24 h. **(B)** The lesion phenotype was observed for 2.5 mM 3BN treatment (red arrows) and severe necrosis was observed for 3BN concentrations ≥ 5.0 mM. Photographs were taken 2 days post-3BN treatment.

### Analysis of Lesion Formation in 3BN Treated-Plants

Formation of lesion was visualized on rosette leaves 2 days post-3BN vapors treatment by trypan blue staining as described by Koch and Slusarenko (1990) with modifications. Detached leaves were subjected to 2.5 mg/mL of trypan blue and heated in boiling water bath for 1 min. The staining solution was then replaced with chloral hydrate solution (2.5 g/mL) and destained overnight.

Lesion formation was further validated by the electrolyte leakage method using a conductivity meter (Eutech CON 700, Singapore), essentially as described by Dionisio-Sese and Tobita (1998). This experiment was carried out 2 days post-3BN treatment. Electrolyte leakage was calculated using the following formula:

Electrolyteleakage(%)=[Conductivity(unboiledsample)/Conductivity(boiledsample)]×100

### Microarray and Statistical Analysis

The rosette tissue of *A. thaliana* plants (Col-0 and *nia1nia2*) from the mock and 2.5 mM 3BN treatment were harvested after 24 h and immediately flash-frozen in liquid nitrogen and stored at −80°C until further processing. Total RNA was isolated from four biological replicates of each treatment and microarray analysis was performed using the Arabidopsis (V4) Gene Expression Microarray 4 × 44K (Agilent Technology, United States). The details of the procedures were described previously (Kissen et al., 2016).

For the statistical analysis of microarray data, data were preprocessed using the Limma package (version 3.2.3) as implemented in R (Smyth, 2005). Further data normalization and processing were following Kissen et al. (2016). Raw data have been deposited in Gene Expression Omnibus (accession GSE139089).

### Gene Ontology Enrichment and Network Analysis

The identification of differentially expressed genes (DEGs) was set at a cut-off of | log_2_fold change| ≥ 1 and adjusted *p* < 0.01. The identified DEGs from Col-0 and *nia1nia2* were analyzed for Gene Ontology (GO) enrichment analysis using PANTHER classification system^1^ (Mi et al., 2019). Furthermore, the same set of DEGs was selected for network analysis by PATHWAY STUDIO software (Ariadne Genomics, Rockville, MD, United States) and for pathway mapping analysis by MAPMAN (Thimm et al., 2004).

### Metabolite Extraction and Gas Chromatography-Mass Spectrometry (GC-MS) Analysis

Metabolites were extracted from shoot tissue of *A. thaliana* plants (Col-0 and *nia1nia2*) exposed to mock and 2.5 mM 3BN for 24 h (four biological replicates each) and derivatized with MSTFA [N-Methyl-N-(trimethylsilyl)trifluoroacetamide] (Sigma-Aldrich, 69479), followed by GC-MS as described previously (Alipanah et al., 2015). MetAlign software (PRI-Rikilt, Wageningen, The Netherlands) was used for the data integration, normalization, and alignment. Principal component analysis (PCA) was performed using SIMCA software (Umetrics, Sweden). The main goal was to identify metabolites that are produced at different levels (i) between mock and 3BN-treated conditions in each genotype or (ii) between Col-0 and *nia1nia2* plants under the same experimental conditions.

### Phytohormone Analysis

SA, JA, and abscisic acid (ABA) were extracted and analyzed as described by Pan et al. (2010). The liquid chromatography system used for analysis was an ultra-performance liquid chromatography (UPLC) system (ACQUITY UPLC, Waters, Millford, MA, United States). The UPLC system was coupled to a Waters Xevo TQ-S triple quadrupole mass spectrometer (Waters, Milford, MA, United States). Chromatographic separations were performed on an ACQUITY UPLC HSS T3 Column (2.1 × 100 mm, 1.8 μm, Waters, Millford, MA, United States). 13C6- salicylic acid (13C6-SA), d5-jasmonic acid (D5-JA) and d6- abscisic acid (D6-ABA) were used as internal standards. Characteristic mass spectrometry transitions were monitored using negative multiple reaction monitoring (MRM) mode for SA (m/z, 137 > 93), 13C6-SA (m/z, 143 > 99), JA (m/z, 209 > 59), D5-JA (m/z, 214 > 62), ABA (m/z, 263 > 153), and D6-ABA (m/z, 269 > 159). Data acquisition and processing were performed using MassLynx version 4.1 and TargetLynx software (Waters Corp.).

### Plant Pathogen Inoculation and Disease Response Assay

Prior to infection assay, 3BN-treated plants were placed in ventilated fume hood for 30 min to get rid of the 3BN vapor. The infection assay with *Pectobacterium carotovorum* ssp. *carotovorum* (Pcc) was done as described previously (Hsiao et al., 2017) with some modifications. Four rosette leaves from each 3 weeks old plant from the 24 h mock or 2.0 mM 3BN treatment were punctured with a 10 μL tip and inoculated with 10 μL liquid culture of 1 × 10^6^cfu ml^–1^ of Pcc or water (control). The disease symptoms and lesion sizes on leaves were recorded at 16 h post-infection (hpi) and analyzed with Image J. *In planta* bacterial growth assays were performed by counting the bacterial colony-forming unit (CFU) after tissue homogenization and proper dilutions as described by Ishiga et al. (2017).

*Botrytis cinerea* (Bc) infection assay was performed as described previously (Huang et al., 2014) with modifications. Droplets of 10 μL of Bc spore suspension (10^6^ spores ml^–1^) were deposited on each side of the leaf midvein on four rosette leaves from each 3 weeks old plant after the 24 h mock or 2.0 mM 3BN treatment. The infected plants were kept at 100% relative humidity throughout the assay. The disease symptoms and lesion sizes on leaves were recorded at 48 hpi and analyzed with Image J. *In planta* fungal growth assays were performed by analyzing the relative transcript level of *B. cinerea Actin* (*BcActin*) and Arabidopsis *Actin* (*AtActin*) by qRT-PCR. The primers used for qRT-PCR are as described by Nie et al. (2017).

## Results

### Arabidopsis Response to 3BN Treatment

The wild-type plants exhibited a dose-dependent necrosis compared to the mock condition (Figure 1B). Lesions began to appear on rosette leaves upon 2.5 mM 3BN treatment, while more severe necrosis was observed at higher concentrations of 3BN treatments, i.e., ≥ 5.0 mM.

On the contrary, leaves of the NO-deficient mutant *nia1nia2* did not show any sign of lesions upon the 2.5 mM 3BN treatment (Figure 2A). Consistently, trypan blue staining showed dark-blue staining in the wild-type leaves under the 2.5 mM 3BN treatment but this was not observed in the *nia1nia2* leaves (Figure 2B). The dark-blue staining on the wild-type leaves indicated that 3BN had caused lesion formation.

**FIGURE 2:**
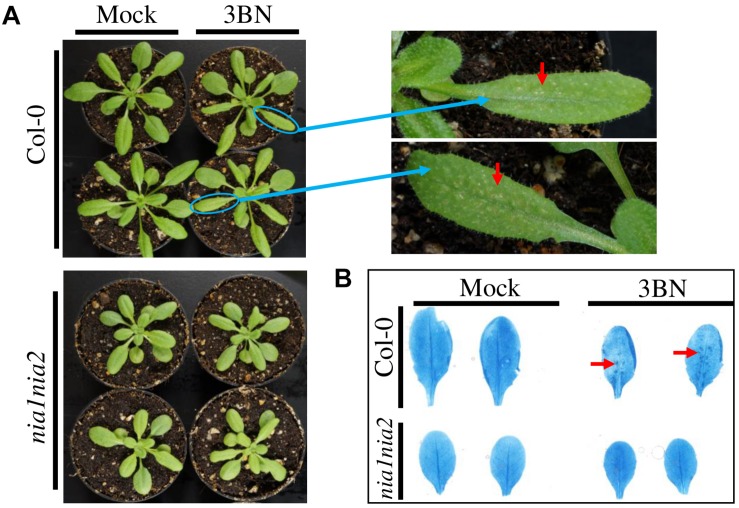
Comparison of physiological and biochemical effects of 2.5 mM 3BN treatment between Arabidopsis Col-0 wild-type and *nia1nia2* mutant. **(A)** Signs of lesion formation (red arrows) were spotted on the wild-type leaves upon 3BN treatment. Photographs were taken 2 days post-3BN treatment. **(B)** Trypan blue staining revealed the presence of dark-blue stained spots, indicating lesion formation in Col-0 wild-type but not *nia1nia2* leaves upon 3BN treatment. Lesion was visualized on rosette leaves 2 days post-3BN vapors treatment.

This finding was further validated by electrolyte leakage analysis (Figure 3). Notably, 2.5 mM 3BN treatment resulted in significant electrolyte leakage in the wild-type plants compared to mock condition but this was not observed in the *nia1nia2* mutant plants. Significant electrolyte leakage only began to happen in the *nia1nia2* mutant plants upon exposure to 5.0 mM 3BN treatment.

**FIGURE 3:**
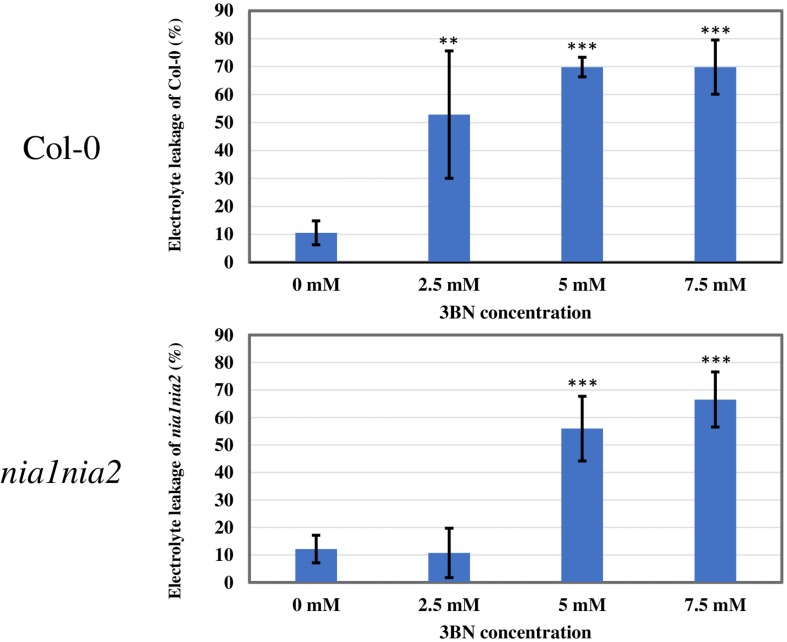
Electrolyte leakage analysis of Arabidopsis Col-0 wild-type and *nia1nia2* mutant when subjected to different concentrations of 3BN treatments. This analysis was carried out 2 days post-3BN treatment. 2.5 mM 3BN treatment caused significant electrolyte leakage in wild-type but not in *nia1nia2* mutant. Values for electrolyte leakage are the average (error bars indicate SD) of six plants. Stars indicate a statistically significant difference (One-way ANOVA, **P < 0.01, ***P < 0.001) to the control treatment.

### Transcriptomic Responses in Arabidopsis Col-0 and *nia1nia2* Upon 2.5 mM 3BN Treatment

A total of 3939 DEGs was identified in Col-0 plants in response to 2.5 mM 3BN treatment of which 2173 genes were upregulated and 1766 genes were downregulated (Figure 4A and Supplementary Table S1). 

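Rosette RNA came from 21-day-old Col-0 and *nia1nia2* plants after 24 h of exposure to mock or 2.5 mM 3BN vapors. It had been hybridized to 1-color Agilent Arabidopsis arrays. The deposited data hold 3 arrays in each of the groups Col-0_mock, Col-0_3BN, *nia1nia2*_mock and *nia1nia2*_3BN, 12 in all, whereas the paper's methods name 4 biological replicates. Each of 3 slides carried 1 array of every group. The authors deposited the processed signal intensity of the scanner software, which had subtracted the background and corrected trends within each array but had not normalized between arrays. As the paper refers to an earlier article for its normalization, the log2 intensity was here set relative to the 75th percentile of each array. A median of 73.8% of the spots were well above background on the Col-0_mock arrays, 76.3% on the Col-0_3BN arrays, 76.4% on the *nia1nia2*_mock arrays and 77.1% on the *nia1nia2*_3BN arrays. The number of arrays limits the precision of every value. Of 43603 probes, 33626 were well above background on all 3 arrays of at least 1 group, and the brightest such probe stood for each of 24877 genes. Differential expression was tested with limma, with Benjamini-Hochberg adjustment over all genes tested.

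*NIA2* (At1g37130) served to check the genotype of the arrays. Its probe was well above background on every Col-0 array and on no *nia1nia2* array, and its signal was at least 10667-fold higher in Col-0_mock than in *nia1nia2*_mock (adjusted p = 4.98e-08). Such a bound sets each array at no less than its lowest signal well above background, and it holds only for the processed signal used here; other settings give smaller fitted changes, for *NIA2* down to a log2 difference of −7.58 (*nia1nia2*_mock minus Col-0_mock) on the authors' normalized values with probe results averaged, a setting chosen after the data were seen. Another of the 3 probes of *NIA2* was well above background on 1 of the 3 *nia1nia2*_mock arrays. *NIA1* (At1g77760) was well above background on all 12 arrays and 1.95 log2 units higher in *nia1nia2*_mock (SE 0.22, adjusted p = 0.00173). Leaving out *nia1nia2*_mock replicate 1 or 2 raised this adjusted p to 0.0155 or 0.0102, and a fit with same-numbered arrays of the genotypes as pairs, chosen after the data were seen, raised it to 0.0120. The array annotation does not place the probes relative to the mutations, so the transcript of *NIA1* checks nothing. Col-0_mock replicate 1 stood apart: its correlations across genes with the other mock arrays were between 0.920 and 0.941, against 0.965 to 0.993 for all other pairs of mock arrays. It was kept, and the effect of leaving it out is given where it changed a result.

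**Figure D1:**
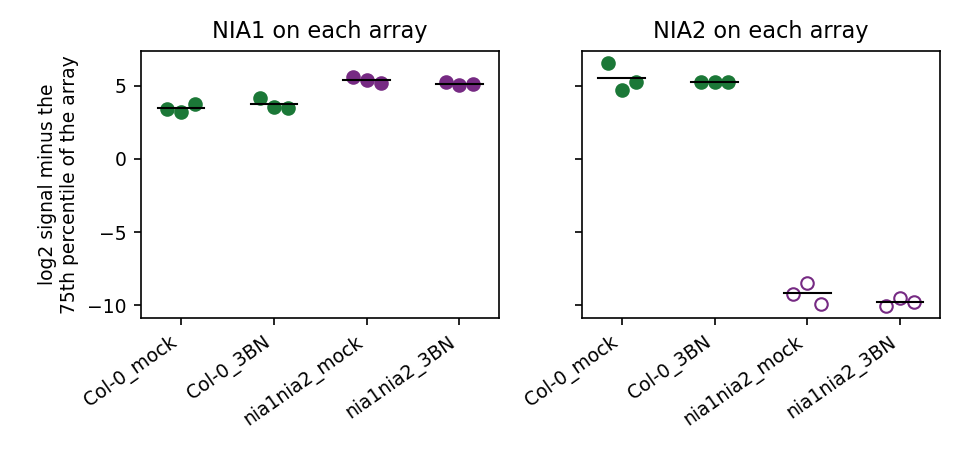
Log2 signal of *NIA1* and *NIA2* relative to the 75th percentile of each array, for the 3 arrays of each group. Filled points are well above background and lines are group means; the *NIA2* points of *nia1nia2* all lie below those of Col-0.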

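Under 3BN, 5670 of the 24877 genes were DEGs in Col-0, 2971 upregulated and 2699 downregulated, at the paper's threshold of an absolute log2 fold change of at least 1 and an adjusted p under 0.01. An unadjusted p under 0.05 was found for 12206 genes. The alternative that moved these counts most was a fit on the Col-0 arrays alone, with 1283 upregulated and 476 downregulated genes. With each array left out in turn, between 2299 and 3218 genes were upregulated and between 1960 and 3094 downregulated. Within the 3 slides, the median log2 fold change was 2.22, 2.17 and 2.07 for the upregulated genes and −2.19, −1.38 and −1.48 for the downregulated genes. The median over all genes was −0.05, and −0.10 when each array was scaled to its median instead. Of the 6706 genes with several kept probes, 1937 had at least 1 probe past the threshold in Col-0, 902 had all of them, and 3 had probes past it in opposite directions.

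Genes were chosen by the largest fitted changes among DEGs whose 3BN arrays all lay beyond all mock arrays; a bound does not rank them. TA26614_3702, a transcript the array lists without a locus, was well above background on no Col-0_mock array and rose at least 139-fold (adjusted p = 2.67e-06); on the authors' normalized values its fitted log2 fold change was 5.93, below that bound. At1g74140 rose by a log2 fold change of 8.38 (SE 0.50, n = 3 arrays per group, adjusted p = 3.59e-06), with 1 of the 3 mock arrays well above background. *ELI3-2* (At4g37990) rose by 8.29 (SE 0.62, adjusted p = 6.62e-06). In the other direction, *IAA5* (At1g15580) had a log2 fold change of −6.66 (SE 0.88, adjusted p = 2.14e-04) and At1g29450 one of −6.24 (SE 1.00, adjusted p = 7.08e-04), each with 2 of the 3 Col-0_3BN arrays well above background. At1g29450 lost its call when Col-0 was fitted on its own arrays (adjusted p = 0.0132; 4.61e-05 to 0.0132 over the alternatives). *MYB29* (At5g07690) followed with −6.01 (SE 0.46, adjusted p = 7.33e-06).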

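In *nia1nia2*, the same fit found 3095 DEGs between 3BN and mock, 2148 upregulated and 947 downregulated, and 9465 genes with an unadjusted p under 0.05. The slide medians were 2.32, 2.26 and 2.19 for the upregulated genes and −1.60, −1.53 and −1.61 for the downregulated genes. With each array left out in turn, the upregulated genes numbered between 1471 and 2672. All groups share 1 estimate of the spread between arrays, so an array of Col-0 can change a count in *nia1nia2*. Leaving out Col-0_mock replicate 1 or 2 raised the downregulated genes to 1621 or 1479. Leaving out a *nia1nia2* array lowered them to 412, 407 and 447 (mock replicates 1 to 3) and to 600, 489 and 393 (3BN replicates 1 to 3).

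The order of the genotypes depended on this shared spread. When each genotype was fitted on its own 6 arrays, 1759 genes were DEGs in Col-0 and 5162 in *nia1nia2*, of which 2823 were upregulated and 2339 downregulated. The median residual SD in these fits was 0.48 log2 units for Col-0 and 0.22 for *nia1nia2*. Without mock replicate 1 of both genotypes, a comparison chosen after these counts had been seen, the DEGs numbered 2533 in Col-0 and 3998 in *nia1nia2*.

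Genes of *nia1nia2* were chosen in the same way, by their fitted values; bounds do not rank them. At2g34610 had a signal at least 103-fold higher after 3BN (adjusted p = 2.98e-05) and *CYP704B1* (At1g69500) one at least 66.0-fold higher (adjusted p = 9.45e-06); on the authors' normalized values the fitted log2 fold changes were 4.77 and 4.20, below these bounds. *GSTU3* (At2g29470) rose by a log2 fold change of 8.17 (SE 0.63, n = 3 arrays per group, adjusted p = 1.40e-05). *CYP78A5* (At1g13710) was at least 140-fold lower (adjusted p = 0.00405), *STM* (At1g62360) at least 134-fold lower (adjusted p = 0.00385) and *AP1* (At1g69120) at least 17.8-fold lower (adjusted p = 0.00178). These bounds too hold for the processed signal used here: over the alternatives the fitted log2 fold changes shrank to −5.34, −3.93 and −2.58. These 3 falls rest on few arrays. *CYP78A5* and *STM* lost their calls without any 1 of the 6 *nia1nia2* arrays, with adjusted p of 0.0158, 0.0176, 0.0151, 0.0172, 0.0171 and 0.0113 for *CYP78A5* and 0.0155, 0.0167, 0.0144, 0.0161, 0.0156 and 0.0127 for *STM* (mock, then 3BN replicates 1 to 3). *AP1* lost its call without *nia1nia2*_mock replicate 2 (adjusted p = 0.0100). Over the other processing settings the adjusted p was between 2.40e-07 and 0.0165 for *CYP78A5*, between 3.04e-07 and 0.0159 for *STM* and between 1.09e-04 and 0.0271 for *AP1*. *STM* lost its call under normexp with quantile normalization (0.0103) and on the authors' normalized values (0.0108), and *AP1* on the latter (0.0158). On the authors' normalized values with probe results averaged, a setting chosen after the data were seen, all 3 lost their calls (0.0165 for *CYP78A5*, 0.0159 for *STM* and 0.0271 for *AP1*).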

Relatively few DEGs, 2262, were identified in *nia1nia2* plants in response to 2.5 mM 3BN treatment of which 1509 genes were upregulated and 753 genes were downregulated (Figure 4A and Supplementary Table S1). A total of 1262 genes were upregulated in both Col-0 and *nia1nia2* plants, while 624 genes were downregulated in both the wild-type and mutant plants (Figure 4A). 

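Here 1778 genes were upregulated in both genotypes, 816 were downregulated in both, and 0 were DEGs in opposite directions (limma). The median log2 fold change of the genes upregulated in both was 2.59 in Col-0 and 2.36 in *nia1nia2*, or 2.35 and 2.15 with the 358 of them that had a group without any array well above background set at their bound. For the genes downregulated in both, it was −1.94 in Col-0 and −1.55 in *nia1nia2*, or −1.86 and −1.51 with 71 such genes at their bound. The response differed between the genotypes at an unadjusted p under 0.05 for 23.2% of the former genes and 15.8% of the latter. Across all 24877 genes, which are not independent replicates, the log2 fold changes of the genotypes had a Pearson's r of 0.829. For the 18706 genes called in neither genotype it was 0.638, and 75.4% of them changed in the same direction. Same-numbered arrays of the genotypes deviate together, however. In 100 draws of these deviations with no gene changing, r was between 0.0965 and 0.714 for all genes (median 0.299), and for the genes called in neither between 0.121 and 0.726 (median 0.326), with 51.7% to 81.6% in the same direction (median 63.96%). The values of the genes called in neither thus do not show a shared response. The draws were chosen after the correlations had been seen. With each array left out in turn, the count of genes upregulated in both ranged from 1305 to 2211. With each genotype fitted on its own arrays, 1103 genes were upregulated and 378 downregulated in both. The count of genes downregulated in both rose to 1348 without Col-0_mock replicate 1, and was 375, 365 and 398 without *nia1nia2*_mock replicates 1 to 3 and 516, 446 and 357 without *nia1nia2*_3BN replicates 1 to 3.

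**Figure D2:**
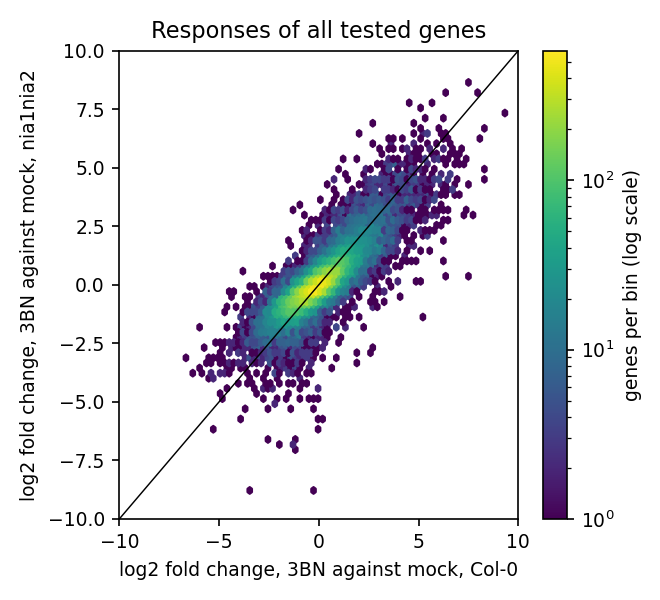
Log2 fold change under 3BN of the 24877 genes in Col-0 (x axis) and *nia1nia2* (y axis), as the density of genes. Most genes lie along the diagonal, with a Pearson's r of 0.829 across genes.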

In other words, 911 and 247 genes were uniquely upregulated in Col-0 and *nia1nia2* plants, respectively. 

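A total of 1193 genes were upregulated past the threshold in Col-0 alone and 370 in *nia1nia2* alone. Of the former, 97.4% also rose in *nia1nia2*, 38.2% of them reached the fold threshold there and 52.1% had an adjusted p under 0.05 there. Their median log2 fold change was 1.66 in Col-0 and 0.90 in *nia1nia2* (1.53 and 0.89 with 152 genes at their bound). Of the latter, 97.3% also rose in Col-0, 46.5% reached the fold threshold there and 56.8% had an adjusted p under 0.05 there. Their median was 2.03 in *nia1nia2* and 0.98 in Col-0 (1.68 and 0.91 with 93 genes at their bound). With each genotype fitted on its own arrays the counts were 180 in Col-0 alone and 1720 in *nia1nia2* alone, the reverse order. The count of 370 rose to 592 without Col-0_mock replicate 2. It fell to 168, 184 and 202 without *nia1nia2*_mock replicates 1 to 3 and to 180 and 166 without *nia1nia2*_3BN replicates 2 and 3.

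The difference of the responses was tested as the interaction of genotype and 3BN. At the same threshold, limma called 2 genes with a larger response in Col-0 and 0 with a larger response in *nia1nia2*, while 2167 genes, or 8.71%, had an unadjusted p under 0.05, where 5% are expected by chance. This test had little power: of 200 genes simulated with a log2 difference of 2, it recovered 3%. Among the genes upregulated in Col-0 alone, 33.1% had an interaction p under 0.05 without adjustment and 1 was called. Among those upregulated in *nia1nia2* alone the share was 35.4%. Both sets were chosen for passing in only 1 genotype on the same arrays, which by itself raises these shares. Leaving out Col-0_mock replicate 1 or 2 raised the calls to 8 or 36 genes with a larger response in Col-0 and 1 or 4 with a larger response in *nia1nia2*. Leaving out any 1 of the other 10 arrays gave 0 in both directions.

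The 2 genes were *GAD* (At5g17330) and *DIN9* (At1g67070). *GAD* had a log2 fold change of 5.38 in Col-0 (SE 0.20, n = 3 arrays per group, adjusted p = 2.57e-07) and 2.01 in *nia1nia2* (SE 0.20, adjusted p = 5.97e-05). That of *DIN9* was 3.36 in Col-0 (SE 0.17, adjusted p = 9.39e-07) and 0.63 in *nia1nia2* (SE 0.17, adjusted p = 0.0190). For *GAD*, 2.94 of the 3.37 log2 units by which the responses differed was a higher level in *nia1nia2* under mock. Both interactions had an adjusted p of 0.00264. Both lost the call when any 1 array other than Col-0_mock replicates 1 and 2 was left out, with an adjusted p between 0.0104 and 0.0254. With the slide as a block both had an adjusted p of 0.0211 (from 3.09e-04 for *GAD* and 5.57e-04 for *DIN9* to 0.0211 and 0.0409 over the alternatives). Same-numbered arrays of the genotypes deviate together within a treatment. With these arrays as pairs, a fit chosen after the data were seen, limma called 0 genes in the interaction (3403 with an unadjusted p under 0.05), and the adjusted p of both genes was 0.0397.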

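The genes downregulated past the threshold in Col-0 alone numbered 1883, and those in *nia1nia2* alone 131. Of the former, 98.1% also fell in *nia1nia2*, where 31.0% reached the fold threshold and 44.5% had an adjusted p under 0.05. Their median log2 fold change was −1.60 in Col-0 and −0.85 in *nia1nia2*, against −1.56 and −0.84 with 97 genes at their bound. Of the latter, 98.5% also fell in Col-0, where 51.1% reached the fold threshold and 64.1% had an adjusted p under 0.05. Their median was −1.91 in *nia1nia2* and −1.02 in Col-0, against −1.68 and −0.90 with 42 genes at their bound. The interaction of genotype and 3BN had an unadjusted p under 0.05 for 561 of the former (29.8%) and 32 of the latter (24.4%), and limma called 0 of either. The choice of these genes by their calls on the same arrays raises both shares by itself.

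With each genotype fitted on its own arrays, 98 genes were downregulated in Col-0 alone and 1961 in *nia1nia2* alone. Leaving out Col-0_3BN replicate 1 lowered the count of 1883 to 1098. The count of 131 depended on many single arrays. It was 273, 649 and 223 without Col-0_mock replicates 1 to 3 and 263 without Col-0_3BN replicate 1. Without *nia1nia2*_mock replicates 1 to 3 it was 37, 42 and 49, and without *nia1nia2*_3BN replicates 1 to 3 it was 84, 43 and 36.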

For downregulated genes, 1142 and 129 genes were unique to the wild-type and mutant plants, respectively (Figure 4A).

**FIGURE 4:**
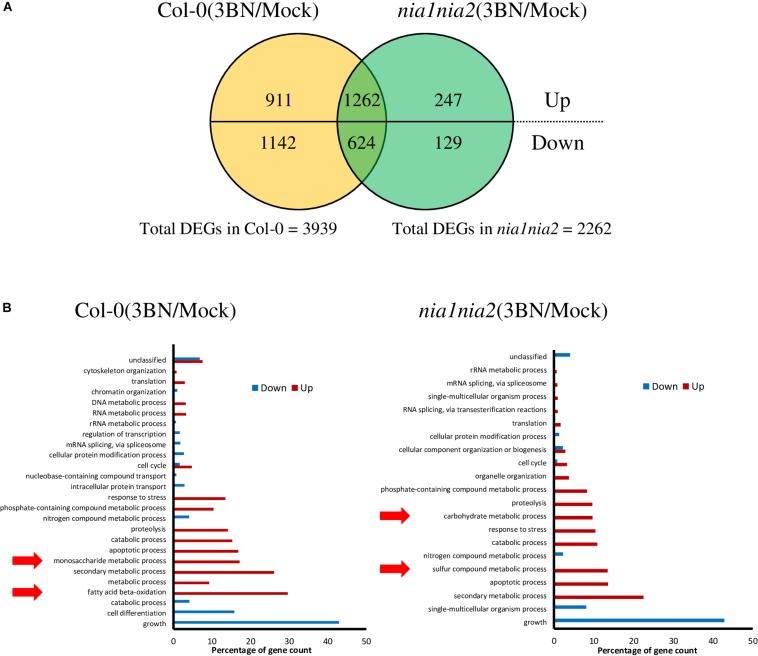
An overview of microarray analysis results for Arabidopsis Col-0 wild-type and *nia1nia2* mutant upon 2.5 mM 3BN treatment for 24 h. **(A)** The comparison of the number of differentially expressed genes (DEGs) under the 3BN treatment between Col-0 and *nia1nia2*. **(B)** GO enrichment analysis of DEGs in Arabidopsis Col-0 wild-type and *nia1nia2* mutant upon 2.5 mM 3BN treatment. Enrichment of monosaccharide metabolic process and fatty acid beta-oxidation was uniquely found in the upregulated genes of the wild-type plants, while enrichment of carbohydrate metabolic process and sulfur compound metabolic process was uniquely found in the upregulated genes of the mutant plants.

GO enrichment analysis of DEGs showed that monosaccharide metabolic process and fatty acid beta-oxidation were enriched by the upregulated genes in the Col-0 plants in response to the 3BN treatment while the enrichment was not detected in the *nia1nia2* plants (Figure 4B). 

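The GO annotation behind the enrichment is not among the deposited data, so the process was tested on a list of 25 genes whose descriptions name enzymes or transporters of fatty acid beta-oxidation, 1 of which the paper names or lists in Supplementary Tables S2 and S4. All 25 were tested. The median log2 fold change of the list was 1.13 in Col-0 and 0.62 in *nia1nia2*, and 21 of the 25 genes rose in each genotype. By limma's camera with a preset correlation, the list was upregulated in Col-0 (adjusted p = 1.93e-04) and in *nia1nia2* (adjusted p = 0.00261), and its response was larger in Col-0 (median difference 0.51, adjusted p = 0.00326, 19 of 25 genes). In single genes, 11 were upregulated and 1 downregulated in Col-0 and 4 were upregulated in *nia1nia2*. For the p adjusted over the list alone, 12 were upregulated in Col-0 and 5 in *nia1nia2*. Within the 3 slides, the median was 1.35, 1.13 and 0.94 in Col-0 and 0.79, 0.63 and 0.47 in *nia1nia2*, and the median difference was 0.59, 0.45 and 0.32.

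The adjustment covered 33 pairs of a list and a comparison (11 lists, each in Col-0, in *nia1nia2* and for the difference of the responses), of which 12 passed an adjusted p of 0.05. The SA markers in Col-0 and in *nia1nia2* are among them. Of these 14 markers, 13 are named or listed by the paper from the same samples, so their passing is not independent evidence. All 12 also passed under fry, which called 20 pairs. Under camera with a correlation estimated from the data, 0 of the 33 passed, the largest effect of any alternative; the adjusted p of the 3 tests of the beta-oxidation list was 0.106 there. Monosaccharide metabolic process is too broad a term for a list drawn from gene descriptions, and it was not tested.

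**Figure D3:**
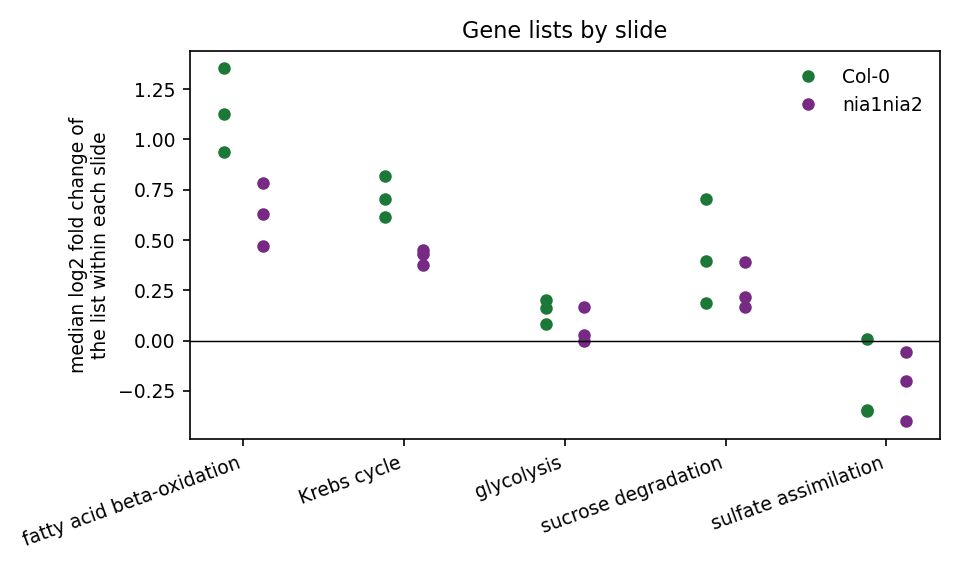
Median log2 fold change under 3BN of 5 gene lists (x axis) in each genotype, 1 point per slide, from the mock and the 3BN array of that slide. The points of the fatty acid beta-oxidation and Krebs cycle lists lie above 0 in both genotypes and higher in Col-0.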

On the other hands, carbohydrate metabolic process and sulfur compound metabolic process were enriched by the upregulated genes in the *nia1nia2* plants in response to the 3BN treatment (Figure 4B).

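For sulfur compounds, a list of 25 genes of sulfate assimilation was tested, of which 24 were measured, 0 are listed or named by the paper and 3 are shared with the list of nitrile and cyanide metabolism. Its median log2 fold change was −0.19 in *nia1nia2* (adjusted p = 0.202 from camera; slides −0.06, −0.20 and −0.40) and −0.33 in Col-0 (adjusted p = 0.466; slides −0.35, 0.01 and −0.34). In *nia1nia2*, 0 of its genes were upregulated and 1 was downregulated, and 9 of 24 rose. In Col-0, 1 was upregulated and 9 of 24 rose. In *nia1nia2* the list passed the adjusted p of 0.05 as downregulated under fry (0.0349) and when each probe was tested on its own (0.0284); the adjusted p over its alternatives was between 0.0284 and 0.384. The median in Col-0 changed sign without Col-0_mock replicate 1 (0.01). The difference of the responses was 0.16 (adjusted p = 0.329), and it changed sign without Col-0_mock replicate 2 (−0.01). The difference passed, as larger in Col-0, under normexp with quantile normalization (adjusted p = 0.0255), quantile normalization (0.0344) and the authors' normalized values (0.0241), within a range of 0.0241 to 0.569. For the same reason as monosaccharide metabolic process, carbohydrate metabolic process was not tested.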

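All 159 genes that Supplementary Table S2 lists were among the genes tested here. Their log2 fold change had the sign the paper's table gives for 159 of them in Col-0, and for 159 in *nia1nia2* as well. The median absolute difference between the log2 fold change here and the one in the paper's table was 0.23. Taken as 1 list, the genes were upregulated in Col-0 (p = 3.81e-18 from camera, 1.94e-07 from the rotation test fry and 0.00542 with the correlation estimated) and in *nia1nia2* (p = 1.82e-23, 2.52e-07 and 0.00247). The responses of the list were not shown to differ between the genotypes by camera, by fry or with the correlation estimated (none passed 0.05), although 27 genes had an unadjusted interaction p under 0.05. The paper chose these genes on the same samples, so these values are not independent evidence. The enrichment itself was computed in Pathway Studio, whose network is not part of the deposited data, and could not be repeated.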

The network enrichment analysis of Pathway Studio showed that a group of 159 genes was enriched in the plant defense term (*p*-value: 2.08838 E-4) in Col-0 plants (Supplementary Table S2). Among them, a total of 134 (84.3%) defense-related and phytohormone-associated genes were upregulated in the Col-0 plants upon 3BN treatment (Supplementary Table S2). 

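In Col-0, 111 of the 159 genes (69.8%) were upregulated past the threshold and 23 were downregulated. For the p adjusted over the list alone, 117 were upregulated, which is not independent evidence because the list was chosen on these samples. A log2 fold change of at least 1 was reached by 120. In *nia1nia2*, 94 were upregulated and 11 downregulated, with 101 upregulated when the p was adjusted over the list alone. The median log2 fold change of the 134 genes that rise in the paper's table was 1.80 in Col-0 and 1.81 in *nia1nia2*, with and without the 1 gene at its bound. With each array left out in turn, the count in Col-0 stayed between 87 and 120. A fit on the Col-0 arrays alone moved it most, to 50.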

Notably, the expression of SA-biosynthetic genes, *ICS1* (isochorismate synthase 1; At1g74710), *PAD4* (phytoalexin deficient 4; At3g52430), and *EDS1* (enhanced disease susceptibility 1 protein; At3g48090); and that of SA signaling genes, *NPR3*, *NPR4* (non-expressor of pathogenesis-related proteins 3, 4; At5g45110, At4g19660), *TGA3* (TGACG-binding transcription factor 3; At1g22070), *WRKY70* (WRKY DNA-binding protein 70; At3g56400), and *PR5* (pathogenesis-related gene 5; At1g75040), were induced by the 3BN treatment (Supplementary Table S2). In addition, the expression of JA-biosynthetic genes, *LOX1* and *LOX5* (lipoxygenase 1, 5; At1g55020, At3g22400) were also induced by the 3BN treatment (Supplementary Table S2).

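*ICS1* (At1g74710) had a log2 fold change of 3.15 in Col-0 (SE 0.29, n = 3 arrays per group, adjusted p = 2.40e-05) and 3.34 in *nia1nia2* (adjusted p = 2.72e-05). *PAD4* (At3g52430) rose by 1.74 in Col-0 (SE 0.61, adjusted p = 0.0420), which did not pass the threshold, and by 2.95 in *nia1nia2* (adjusted p = 0.00515), which did. *EDS1* (At3g48090) rose by 1.11 in Col-0 (SE 0.47, adjusted p = 0.0847) and by 2.22 in *nia1nia2* (adjusted p = 0.00600), and it too passed only in *nia1nia2*. *NPR3* (At5g45110) passed in both genotypes, with 1.53 (SE 0.38, adjusted p = 0.00879) and 1.85 (adjusted p = 0.00525). *NPR4* (At4g19660) passed in Col-0 with 1.24 (SE 0.22, adjusted p = 0.00120) and stayed under the fold threshold in *nia1nia2* with 0.95 (adjusted p = 0.00886). *TGA3* (At1g22070) rose by 1.85 in both (SE 0.28, adjusted p = 4.76e-04 and 8.08e-04). *WRKY70* (At3g56400) passed in neither, with 0.59 in Col-0 (SE 0.45, adjusted p = 0.325) and 1.28 in *nia1nia2* (adjusted p = 0.0591). *PR5* (At1g75040) rose by 2.41 (SE 0.29, adjusted p = 1.33e-04) and 1.90 (adjusted p = 9.77e-04). The smallest adjusted p for a difference of the responses among the 8 genes was 0.660, so none of them was shown to differ between the genotypes.

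Col-0_mock replicate 1 decided several calls. Without it, *PAD4* (2.52, adjusted p = 0.00138), *EDS1* (1.81, adjusted p = 8.06e-05) and *WRKY70* (1.23, adjusted p = 0.00250) passed in Col-0, and *WRKY70* also in *nia1nia2* (adjusted p = 0.00143). Without Col-0_mock replicate 3, *EDS1* in Col-0 was 0.73 and *WRKY70* 0.19, and without replicate 2 *WRKY70* was 0.35. *WRKY70* passed in Col-0 under normexp with quantile normalization, quantile normalization and the authors' normalized values (1.29, 1.33 and 1.30; adjusted p over its alternatives 0.00126 to 0.476). In Col-0, *PAD4* passed under those 3 settings as well as with the mean of its probes or each probe tested (4.72e-05 to 0.103), and *EDS1* with the mean of its probes or each probe tested (4.58e-05 to 0.224). With each probe tested, a gene passed if any of its probes did, not all, and the probe with the smallest p gave its values. In *nia1nia2*, *WRKY70* passed under normexp with quantile normalization, quantile normalization, the authors' normalized values and the fit on the *nia1nia2* arrays alone (adjusted p = 0.00124, 0.00166, 0.00127 and 0.00540; 3.77e-04 to 0.0965 over the alternatives). In the fit on the Col-0 arrays alone, *NPR4* and *TGA3* lost their calls (adjusted p = 0.0272 and 0.0107; from 4.86e-04 and 1.49e-04 over the alternatives). The call of *NPR3* in Col-0 was lost without each array except *nia1nia2*_mock replicates 1 and 2 (adjusted p = 0.0151, 0.0263, 0.0184, 0.0225, 0.0259 and 0.0294 without the Col-0 arrays, mock then 3BN, 0.0124 without *nia1nia2*_mock replicate 3 and 0.0136, 0.0147 and 0.0143 without the *nia1nia2*_3BN arrays). It was also lost under median scaling (0.0137), without the filter on dim probes (0.0135), with the slide as a block (0.0115), and in 2 settings chosen after the data were seen, array weights (0.0687) and the authors' normalized values with probe results averaged (0.0110); the range over the alternatives was 0.00667 to 0.0687. In *nia1nia2*, *NPR3* lost its call in the fit on the *nia1nia2* arrays alone (0.0169; 0.00112 to 0.0169 over the alternatives) and without mock replicate 3 (adjusted p = 0.0113) or any 3BN array (0.0168, 0.0184 and 0.0239). *PAD4* lost its call in *nia1nia2* without each of the 6 *nia1nia2* arrays (0.0241, 0.0131, 0.0101, 0.0138, 0.0182 and 0.0252), and *EDS1* without each of these (0.0262, 0.0210, 0.0209, 0.0248, 0.0171 and 0.0209) and without Col-0_3BN replicate 2 (0.0106). In *nia1nia2*, *PAD4* also lost its call with the slide as a block (0.0127; 1.10e-05 to 0.0127 over the alternatives) and *EDS1* under median scaling (0.0130; 2.58e-07 to 0.0130).

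A list of 14 SA marker genes, 13 of which the paper names or lists, had a median log2 fold change of 2.38 in Col-0 (adjusted p = 1.85e-06 from camera, 10 genes upregulated) and 2.41 in *nia1nia2* (adjusted p = 2.10e-09, 12 upregulated), and all 14 rose in both. As the paper names or lists those 13 genes from the same samples, these values are not independent evidence. The counts were the same for the p adjusted over the list alone. Within the slides the median was 1.62, 2.95 and 2.42 in Col-0 and 2.85, 2.40 and 2.33 in *nia1nia2*. The difference of the responses was −0.25 (adjusted p = 0.329; slides −1.12, 0.40 and −0.04), and it was 0.11 without Col-0_mock replicate 1.

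**Figure D4:**
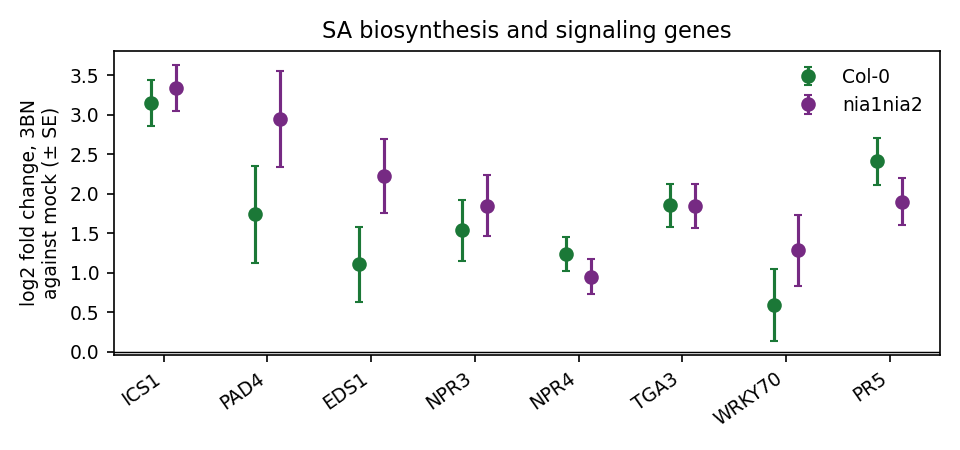
Log2 fold change under 3BN (y axis) of the 8 SA-biosynthetic and signaling genes the paper names, in Col-0 and *nia1nia2*; bars are the SE of the fit. All 16 values lie above 0, between 0.59 for *WRKY70* in Col-0 and 3.34 for *ICS1* in *nia1nia2*.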

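*LOX1* (At1g55020) had a log2 fold change of 2.53 in Col-0 (SE 0.39, n = 3 arrays per group, adjusted p = 5.22e-04) and 0.19 in *nia1nia2* (adjusted p = 0.768), where it changed sign without *nia1nia2*_3BN replicate 3 (−0.01). The difference of 2.34 (SE 0.54, adjusted p = 0.178) did not pass the test of the interaction, whose adjusted p over the alternatives was between 0.0571 and 0.257. *LOX5* (At3g22400) rose in both genotypes, by 1.23 in Col-0 (SE 0.22, adjusted p = 0.00147) and by 1.40 in *nia1nia2* (adjusted p = 0.00113). In the fit on the Col-0 arrays alone, neither passed in Col-0, with an adjusted p of 0.0121 for *LOX1* (2.46e-04 to 0.0121 over its alternatives) and 0.0305 for *LOX5* (5.36e-04 to 0.0305). With array weights, chosen after the data were seen, *LOX5* in Col-0 was 0.89 and stayed under the fold threshold.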

### Metabolite Profiling of Arabidopsis Col-0 and *nia1nia2* Upon 2.5 mM 3BN Treatment

As GO enrichment of the DEGs revealed an enrichment of primary metabolic process (Figure 4B), metabolite profiling was carried out (Figure 5). PCA plot of samples shows that the four biological replicates of the four samples (i.e., Col-0_mock, Col-0_3BN, *nia1nia2*_mock, *nia1nia2*_3BN) were clustered according to their own groupings, indicating that the samples were of good quality for metabolite profiling (Supplementary Figure S1 and Supplementary Table S3). The PCA plot of metabolites depicts that the four samples can be differentiated mainly based on the content of various types of sugars, carboxylic acids and amino acids (Figure 5).

**FIGURE 5:**
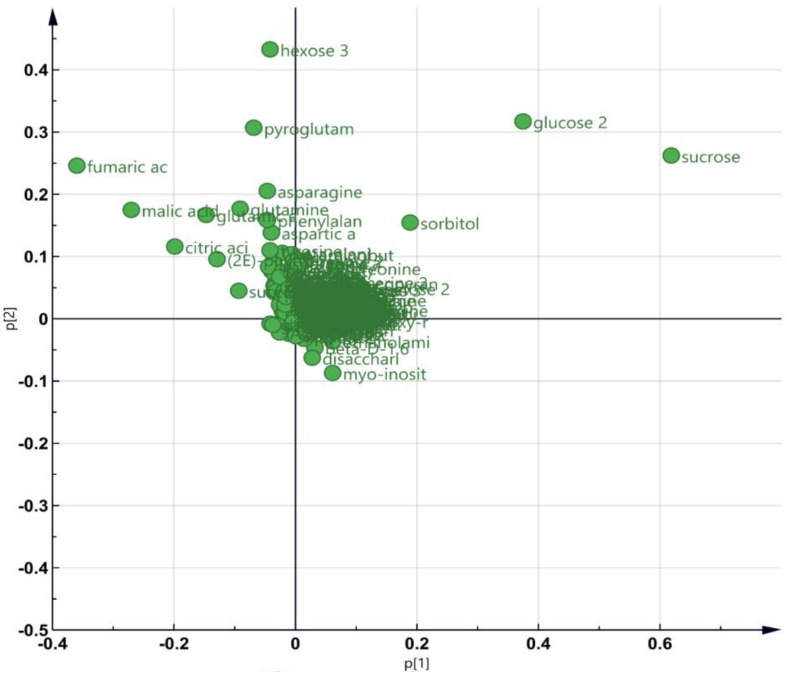
An overview of metabolite profiling data for Arabidopsis Col-0 wild-type and *nia1nia2* mutant upon 2.5 mM 3BN treatment for 24 h. PCA plot depicting the metabolites with variable contents between any combination of paired samples.

The content of the metabolites in all four samples showed three important trends. Firstly, soluble sugars, such as sucrose, glucose and fructose, as well as sorbitol (sugar alcohol) were produced at lower levels in the Col-0 leaves than in the *nia1nia2* leaves under mock condition (Figure 6). The 3BN treatment generally increased the production of these soluble sugars and sorbitol in wild-type and mutant plants. Particularly, sucrose content was increased by the 3BN treatment in the *nia1nia2* leaves, while glucose and sorbitol were increased by the same treatment in the Col-0 leaves (Figure 6). Next, four carboxylic acids that are intermediate compounds in the Krebs cycle, namely fumaric acid, malic acid, citric acid and succinic acid were produced at higher levels in the Col-0 leaves than in the *nia1nia2* leaves under mock condition (Figure 7). The 3BN treatment generally increased the production of these carboxylic acids in Col-0 plants with significant difference for malic acid and citric acid (Figure 7). The third observation was that the 3BN treatment increased the production of six amino acids in Col-0 to a greater extent than in *nia1nia2* plants (Figure 8).

**FIGURE 6:**
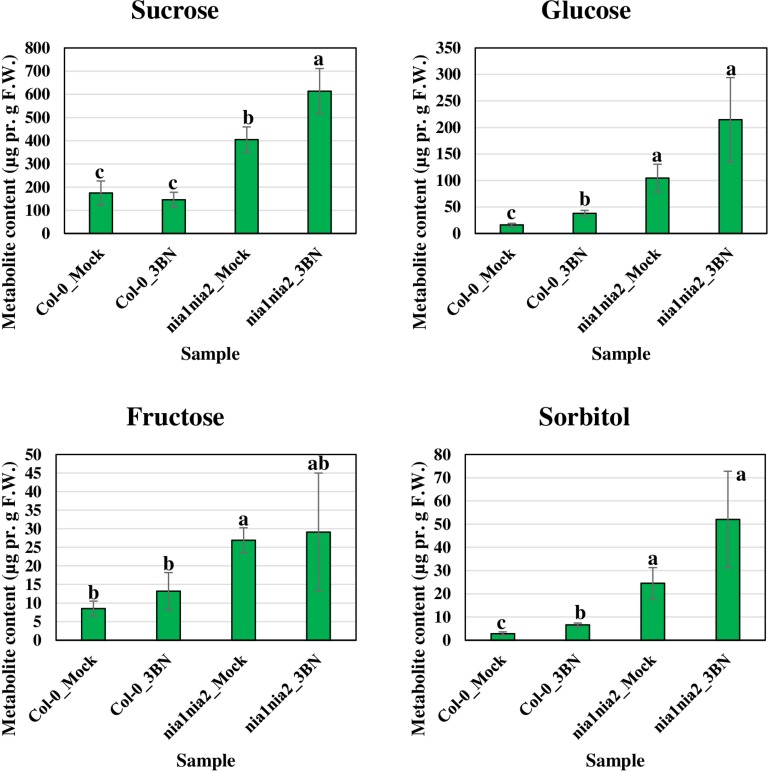
Metabolite profiling of soluble sugars (including sorbitol, a sugar alcohol) for Arabidopsis Col-0 wild-type and *nia1nia2* mutant upon 2.5 mM 3BN treatment for 24 h. For sucrose, One-way ANOVA and Tukey *post hoc* test were used with different letters denoting a significant difference (*P* < 0.05). For glucose, fructose and sorbitol, where the homogeneity of variance assumption could not be fulfilled, Welch one-way test and pairwise *t*-test were used with different letters denoting a significant difference (*P* < 0.05).

**FIGURE 7:**
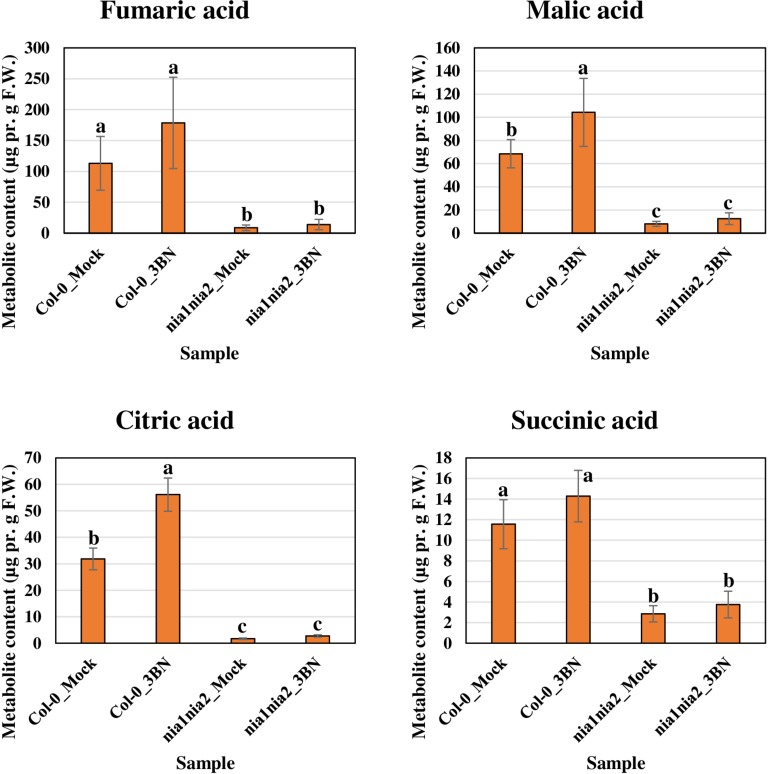
Metabolite profiling of Krebs cycle-associated carboxylic acids for Arabidopsis Col-0 wild-type and *nia1nia2* mutant upon 2.5 mM 3BN treatment for 24 h. One-way ANOVA and Tukey *post hoc* test with different letters denoting a significant difference (*P* < 0.05).

**FIGURE 8:**
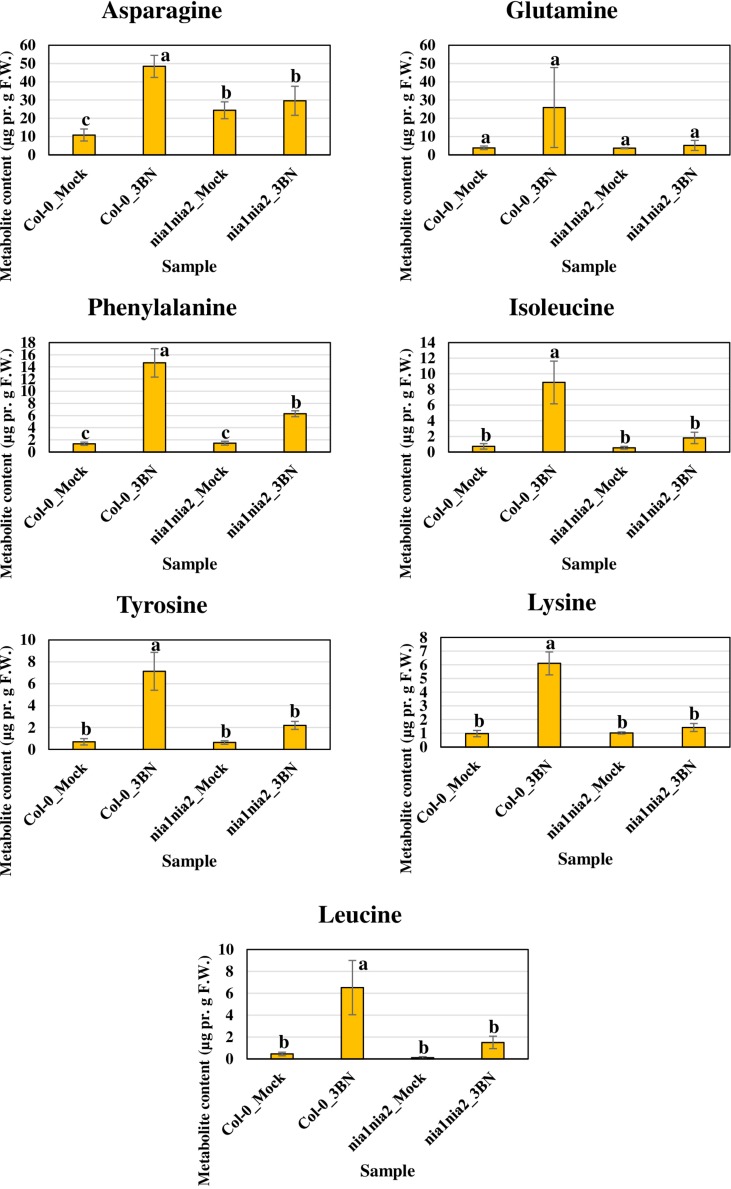
Metabolite profiling of amino acids for Arabidopsis Col-0 wild-type and *nia1nia2* mutant upon 2.5 mM 3BN treatment for 24 h. One-way ANOVA and Tukey *post hoc* test with different letters denoting a significant difference (*P* < 0.05).

### Changes of Phytohormone Production in Arabidopsis Col-0 and *nia1nia2* Upon 2.0 and 2.5 mM 3BN Treatments

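Lists of marker genes for abscisic acid (ABA) and jasmonic acid (JA) were tested by camera. The 18 ABA markers, none of which the paper names or lists, had a median log2 fold change of 0.76 in Col-0 (adjusted p = 0.220, 5 genes upregulated and 2 downregulated; slides 0.65, 0.92 and 1.30). In *nia1nia2* the median was 1.22 (adjusted p = 0.0158, 5 upregulated and 1 downregulated, 16 of 18 above 0; slides 0.99, 1.01 and 1.18). That call was lost when each probe was tested on its own (adjusted p = 0.122), within a range of 0.00109 to 0.132. In Col-0 the list passed under fry (0.00435), within a range of 0.00435 to 0.324. Between the genotypes, the difference was −0.31 (adjusted p = 0.459; −0.33 with the 1 gene at its bound; slides −0.54, −0.16 and −0.02), and it was 0.02 without Col-0_mock replicate 1. Without Col-0_mock replicates 1 and 2, the median of the ABA markers in Col-0 was 1.34 and 0.33.

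The 21 JA markers, 3 of which the paper names or lists, had a median of −0.11 in Col-0 and −0.12 in *nia1nia2*, whereas their means were 0.05 and 0.19 and the test pointed upward in both (adjusted p = 0.658 and 0.640). In Col-0, 2 were upregulated and 2 downregulated, and in *nia1nia2* 2 and 1. For both lists, the counts were the same when the p was adjusted over the list alone. The JA median did not hold within slides: it was −1.14, 0.38 and 0.20 in Col-0 and −0.26, 0.09 and 0.22 in *nia1nia2*. It turned positive in Col-0 without mock replicate 1 (0.44) and without 3BN replicates 1, 2 and 3 (0.34, 0.10 and 0.01). In *nia1nia2* it turned positive without mock replicates 1 to 3 (0.01, 0.10 and 0.06) and 3BN replicate 1 (0.14). The difference of the responses was −0.12 (adjusted p = 0.907; slides −0.99, 0.38 and 0.17) and 0.19 without Col-0_mock replicate 1.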

Based on the microarray data, the expression of genes associated with phytohormone biosynthesis and signaling were upregulated in Arabidopsis Col-0 wild-type in response to 2.5 mM 3BN treatment (Supplementary Table S2). This finding suggests the involvement of phytohormone signaling in the 3BN-induced innate immune responses. Meanwhile, electrolyte leakage analysis was repeated with the inclusion of 2.0 mM 3BN treatment in the second trial (Supplementary Figure S2). Both trials showed consistent results where 2.5 mM 3BN treatment only caused significant electrolyte leakage in the Col-0 plants compared to mock condition but not in the *nia1nia2* mutant plants (Figure 3 and Supplementary Figure S2). Interestingly, 2.0 mM 3BN treatment did not cause electrolyte leakage in both the wild-type and mutant plants (Supplementary Figure S2). Therefore, phytohormone production was measured for Col-0 and *nia1nia2* plants treated with 2.0 and 2.5 mM 3BN treatments in comparison with mock condition (Figure 9).

**FIGURE 9:**
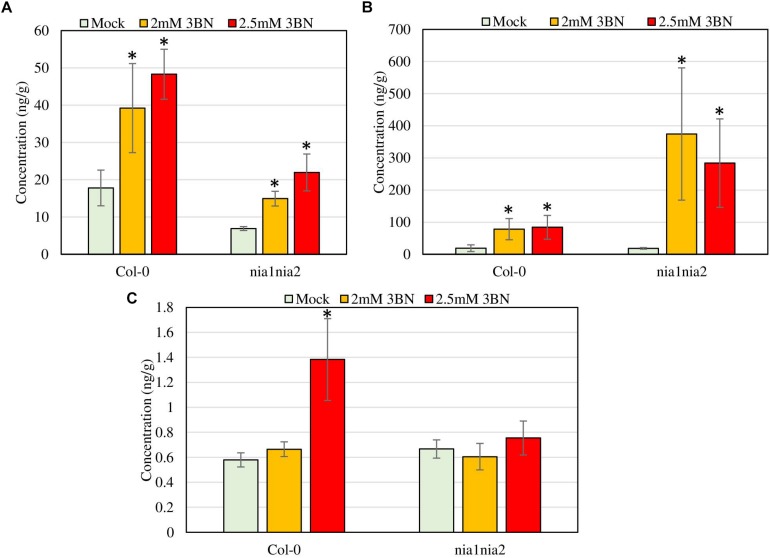
Phytohormone profiling of Arabidopsis Col-0 wild-type and *nia1nia2* mutant upon 2.0 and 2.5 mM 3BN treatments for 24 h. **(A)** SA, **(B)** JA, and **(C)** ABA (*t*-test, *P < 0.05, *n* = 3 per sample).

Ultra-performance liquid chromatography (UPLC) analysis demonstrated that at 2.0 mM 3BN treatment, Arabidopsis Col-0 wild-type had an increase in the production of SA (2.2-fold) and JA (4.1-fold) while 2.5 mM 3BN treatment led to an increased production of SA (2.7-fold), JA (4.4-fold), and ABA (2.4-fold) in comparison with the mock condition (Figure 9). On the other hand, for *nia1nia2* mutant, the 2.0 mM 3BN treatment induced the production of SA (2.2-fold) and JA (20.3-fold) in consonance with the 2.5 mM 3BN treatment that increased the production of SA (3.2-fold) and JA (15.4-fold) (Figure 9). Although 3BN treatments increased the production of SA in both Arabidopsis Col-0 and *nia1nia2* plants, SA concentration in Col-0 was higher than in *nia1nia2* plants under mock, 2.0 and 2.5 mM 3BN treatment conditions (Figure 9A). Nevertheless, significant difference of SA concentration between Col-0 and *nia1nia2* plants was detected only under 2.5 mM 3BN treatment condition (*t*-test, ^∗∗^*P* < 0.01, *n* = 3 per sample). On the other hand, although 3BN treatments increased the production of JA in both Arabidopsis Col-0 and *nia1nia2* plants, JA in *nia1nia2* was induced more by 3BN treatments than in Col-0 (Figure 9B). However, the difference of JA concentration between Col-0_2.0 mM 3BN and *nia1nia2*_2.0 mM 3BN and between Col-0_2.5 mM 3BN and *nia1nia2*_2.5 mM 3BN was not statistically significant, presumably due to large within-group variation.

### Exposure to 2.0 mM 3BN Enhanced Arabidopsis Tolerance to Necrotrophic Pathogens

To examine whether 3BN-induced innate immune responses can enhance the disease tolerance of Arabidopsis, 2.0 mM 3BN treatment was selected mainly for three reasons, (i) 2.0 mM 3BN treatment did not cause electrolyte leakage on the leaves of Arabidopsis (Supplementary Figure S2), (ii) yellow chlorosis and lesion began to appear on the Col-0 leaves upon 2.5 mM 3BN treatment (Figures 1–3), and (iii) the production of phytohormones such as SA and JA began to be induced in Col-0 leaves upon 2.0 mM 3BN treatment (Figure 9). Three weeks old Arabidopsis Col-0 plants were first exposed to the mock and 2.0 mM 3BN treatments and then subjected to infection assays of *Pectobacterium carotovorum* ssp. *carotovorum* or *Botrytis cinerea*. Interestingly, compared with mock condition, exogenous application of 2.0 mM 3BN was effective in reducing the lesion size and pathogen growth on the leaves of Arabidopsis Col-0 in both of the bacterial (Figure 10) and fungal (Figure 11) infection assays.

**FIGURE 10:**
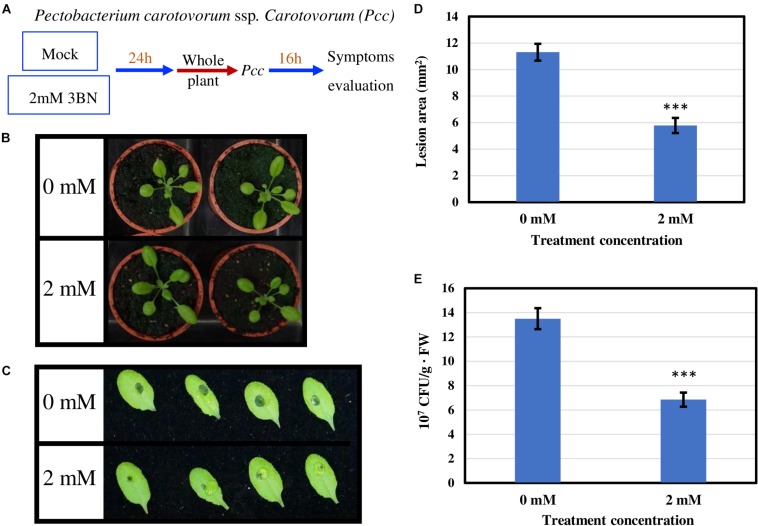
Pathogen assays of Arabidopsis Col-0 with the necrotrophic bacterium *Pectobacterium carotovorum* ssp. *Carotovorum* (Pcc). **(A)** Arabidopsis Col-0 was challenged with the bacterium after having been exposed to a mock or 2.0 mM 3BN treatment for 24 h. **(B)** Representative pictures of plants exposed to a mock or 2.0 mM 3BN treatment for 24 h before pathogen inoculation. **(C)** Representative pictures of rosette leaves showing lesions post 16 h of inoculation with Pcc. **(D)** The lesion area at 16 h post-infection (*t*-test, ***P < 0.001, *n* = 32 leaves per treatment, with four batch data). **(E)** The bacterial population estimated by CFU at 16 h post-infection (*t*-test, ***P < 0.001, *n* = 32 leaves per treatment, with three batch data).

**FIGURE 11:**
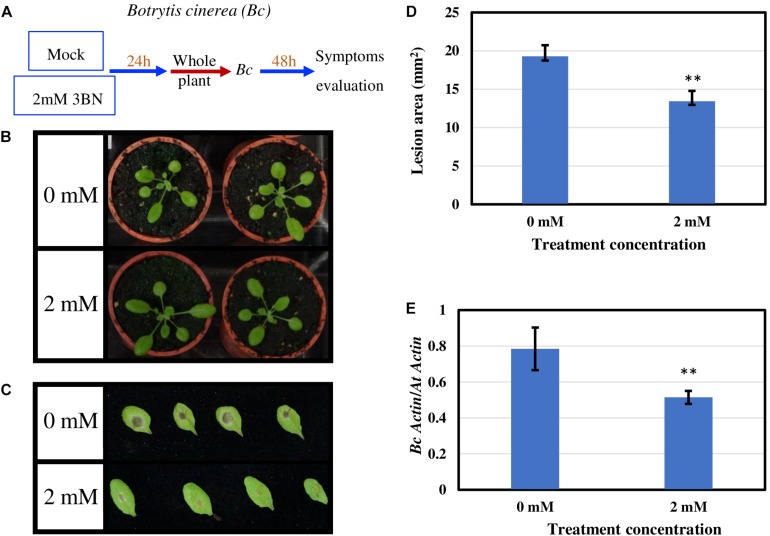
Pathogen assays of Arabidopsis Col-0 with the necrotrophic fungus *Botrytis cinerea* (Bc). **(A)** Arabidopsis Col-0 was challenged with the fungus after having been exposed to a mock or 2.0 mM 3BN treatment for 24 h. **(B)** Representative pictures of plants exposed to a mock or 2.0 mM 3BN treatment for 24 h before pathogen inoculation. **(C)** Representative pictures of rosette leaves showing lesions post 48 h of inoculation with Bc. **(D)** The lesion area at 48 h post-infection (*t*-test, **P < 0.01, *n* = 48 leaves per treatment). **(E)** Quantification of Bc growth at 48 h post-infection estimated by relative transcript levels of *BcActin* and *AtActin* using qRT-PCR (*t*-test, **P < 0.01, *n* = 5 plants per treatment).

## Discussion

### The Involvement of NO in Lesion Formation of Arabidopsis Upon 3BN Recognition

One of the earlier responses of PTI and ETI in plants involves the rapid accumulation of oxygen-derived free radicals such as ROS and NO (Torres et al., 2006). It has been well known that ROS and NO are important signal molecules in plant defense against pathogens, implicated in (i) cross-linking of cell wall proteins, (ii) alteration of membrane permeability and ion fluxes, (iii) hypersensitive response, (iv) systemic acquired resistance, and (v) the production of phytoalexins (Wojtaszek, 1997; Romero-Puertas et al., 2004). The GHPs of interest in this study, 3BN, may play a role in the oxidative burst phenomenon.

In this study, 2.5 mM 3BN treatment caused lesion formation on the leaves of 3 weeks old Arabidopsis Col-0 wild-type while the same treatment did not cause any symptom on the leaves of NO-deficient *nia1nia2* mutant plants (Figures 2, 3). To interpret this result, it is important to understand the various NO production mechanisms in plants. Generally, NO can be produced via enzymatic and non-enzymatic pathways (Gupta et al., 2011). Nitrate reductase and NO synthase-like (NOS-like) activities are the main sources of NO production in plants under normal physiological conditions (Mur et al., 2013). The nitrate reductase-defective double mutant, *nia1nia2*, accumulates a lower endogenous NO level than the Col-0 wild-type (Zhao et al., 2009, 2016). Therefore, it can be deduced that the relatively low endogenous NO level in *nia1nia2* plants was not sufficient to cause lesion formation upon exposure to the 2.5 mM 3BN treatment. This result demonstrates that NO plays a fundamental role in triggering lesion formation upon 3BN recognition.

NO was initially reported in mammals as a key redox-active signal molecule responsible for inflammatory and innate immune responses (Schmidt and Walter, 1994; Stamler, 1994). Since then, a growing body of evidence showed that NO is also playing a pivotal role in plant defense signaling as the NOS-like activity (NOS is a NO biosynthetic enzyme in metazoans) and the secondary messenger molecules in NO-mediated signaling pathways of mammalian cells, such as cyclic guanosine monophosphate (cGMP) and cyclic adenine dinucleotide phosphate ribose (cADPR), are also present in plants (Klessig et al., 2000; Neill et al., 2003; Astier et al., 2018). During pathogen attack, NO is known to regulate hypersensitive response in plants via S-nitrosylation of thiol-containing proteins (post-translational protein modification). For example, NO-mediated S-nitrosylation inhibited the activity of aconitase enzyme in the Krebs cycle (Gardner et al., 1997). The inhibition action resulted in an increased level of cellular iron which together in the presence of NO might contribute to cell death (Navarre et al., 2000). The targets of NO-mediated S-nitrosylation also include antioxidative enzymes such as peroxiredoxin II E (Romero-Puertas et al., 2007), catalase (Lin et al., 2012), and ascorbate peroxidase (de Pinto et al., 2013). Inhibition of these enzymes leads to increased ROS levels presumably responsible for plant cell death. In agreement, the expression of genes encoding two NADPH oxidases, also known as respiratory burst oxidase homologs (RBOHs), i.e., RBOH C (At5g51060), and RBOH F (At1g64060), which produce ROS, was induced by the 2.5 mM 3BN treatment in both Col-0 and *nia1nia2* plants (Supplementary Table S1). Conversely, the accumulation of NO during pathogen attacks was reported to be involved in a negative feedback loop by negatively regulating ROS production, via S-nitrosylation of NADPH oxidase, in order to prevent excessive cell death (Yun et al., 2011).

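*RBOHC* had a log2 fold change of 6.46 in Col-0 (SE 0.65, n = 3 arrays per group, adjusted p = 3.56e-05), with 1 of the 3 Col-0_mock arrays well above background, and 4.63 in *nia1nia2* (adjusted p = 4.98e-04), where all 6 arrays were. *RBOHF* rose by 1.11 in Col-0 (SE 0.21, adjusted p = 0.00214) and by 1.09 in *nia1nia2* (adjusted p = 0.00381), close to the fold threshold. The response of neither gene was shown to differ between the genotypes, with a difference of 1.82 for *RBOHC* (adjusted p = 0.615) and 0.01 for *RBOHF* (adjusted p = 0.99). The call of *RBOHF* in Col-0 was lost without Col-0_mock replicate 2 (0.99), Col-0_3BN replicate 2 (1.04, adjusted p = 0.0116) or Col-0_3BN replicate 3 (1.00, adjusted p = 0.0109). It was also lost in the fit on the Col-0 arrays alone (adjusted p = 0.0363; 2.72e-04 to 0.0363 over the alternatives). In *nia1nia2*, its call was lost without mock replicates 1 to 3 (adjusted p = 0.0188, 0.0203 and 0.0131) or 3BN replicates 2 and 3 (0.0215 and 0.0209).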

On the other hand, the electrolyte leakage analysis revealed lesion formation in the *nia1nia2* mutant at a 3BN treatment of ≥5.0 mM (Figure 3). As the NO-deficient phenotype of *nia1nia2* plants is accounted for by the mutation of nitrate reductase 1 and 2 (Zhao et al., 2016), the observed lesion formation of *nia1nia2* when exposed to higher 3BN concentrations could be due to ROS accumulation and/or the eventual build-up of NO catalyzed by other NO biosynthetic enzymes such as NOS-like activity in the mutant plants. It has been reported that NO can cooperate with H_2_O_2_ in triggering hypersensitive response cell death during incompatible plant-pathogen interactions (Yoshioka et al., 2011). Whether NO allies with ROS to activate the programmed cell death of Arabidopsis upon 3BN treatment still remains to be elucidated.

### The Production of Soluble Sugars, Krebs Cycle-Associated Carboxylic Acids, and Amino Acids Is Induced in Arabidopsis by 2.5 mM 3BN Treatment

To optimize fitness under the changing environmental conditions, plants utilize a plethora of signal molecules and the associated-signaling pathways to plastically adjust their metabolism so that priority is given for development under favorable condition while defense responses are activated under unfavorable conditions (Malinovsky et al., 2017). Simple sugars and amino acids are primary metabolites that are indispensable for normal growth, development and reproduction of plants. By the same token, both of these primary metabolites have also been linked to plant stress responses. For instance, sugars were reported to interact with ROS signaling pathways where elevated levels of sugars can either stimulate or repress ROS production (Couée et al., 2006). The amino acid phenylalanine is the first precursor in phenylpropanoid pathway which gives rise to the formation of many important defense-related secondary metabolites (Fraser and Chapple, 2011).

Our metabolite profiling showed that the production of monosaccharide (glucose) and its derivative (sorbitol) in Arabidopsis Col-0 plants was increased by the 2.5 mM 3BN treatment, while the production of disaccharide (sucrose) in *nia1nia2* plants was increased by the same treatment (Figure 6). This observation indicates that sugar metabolism is differentially regulated between the Col-0 and *nia1nia2* plants under the 3BN treatment. 

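Supplementary Table S4 lists 10 genes of starch and sucrose metabolism, among them fructokinases, invertases and sucrose synthases, and 14 genes of glycolysis. Of the 10 genes, 9 were upregulated here in Col-0 and 6 in *nia1nia2*, all 6 being among the 9. Their median log2 fold change was 2.25 in Col-0 and 1.68 in *nia1nia2*. The remaining gene, *SUS6* (At1g73370), had a log2 fold change of −2.13 in Col-0 (SE 0.24, adjusted p = 7.18e-05), with −0.65 in *nia1nia2* (adjusted p = 0.0665) and an adjusted p of 0.170 for the difference, the smallest of the 10. Of the 14 genes of glycolysis, 10 were upregulated in Col-0 and 3 in *nia1nia2*. Upregulated in Col-0 alone were 7, and in *nia1nia2* alone 0. Downregulated were 2 in Col-0 and 1 in *nia1nia2*. The medians of the 14 genes were 1.56 and 0.85, and the smallest adjusted p for a difference of the responses was 0.178. These counts depend on the shared estimate of the spread. With each genotype fitted on its own arrays, 2 genes of starch and sucrose metabolism were upregulated in Col-0 and 8 in *nia1nia2*, and 5 and 6 genes of glycolysis, so the excess in Col-0 was not kept. The paper chose these genes by their calls on the same arrays, and they are not independent, so a test of the counts between the genotypes would carry no evidence and none is given. The 6 genes of starch and sucrose metabolism became 1, 2 and 3 without *nia1nia2*_mock replicates 1 to 3, and 3 without *nia1nia2*_3BN replicate 2. The 3 genes of glycolysis became 5 without Col-0_mock replicate 1.

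Longer lists were drawn from the gene descriptions. The list of glycolysis, with 78 of 81 genes measured and 12 of them listed or named by the paper, had a median of 0.20 in Col-0 (adjusted p = 0.284 from camera; 0.17 with 2 genes at their bound; slides 0.20, 0.16 and 0.09) and 0.06 in *nia1nia2* (adjusted p = 0.329; slides 0.17, −0.00 and 0.03). In Col-0, 19 of its genes were upregulated and 8 downregulated, and in *nia1nia2* 7 and 1. The median in *nia1nia2* was −0.00 without *nia1nia2*_3BN replicate 1. Its response was 0.12 larger in Col-0 (adjusted p = 0.329; slides 0.10, 0.02 and 0.05). The list of sucrose degradation, with 21 of 23 genes measured and 5 listed or named by the paper, had a median of 0.53 in Col-0 (adjusted p = 0.254; slides 0.70, 0.18 and 0.39) and 0.03 in *nia1nia2* (adjusted p = 0.329; slides 0.17, 0.39 and 0.22), with a difference of 0.22 (adjusted p = 0.459; slides 0.30, 0.04 and 0.12). Of its genes, 5 were upregulated and 1 downregulated in Col-0, and 3 were upregulated in *nia1nia2*. For both lists, the counts were the same when the p was adjusted over the list alone. Under fry, both lists passed as upregulated in Col-0 (adjusted p = 7.27e-05 for glycolysis and 8.68e-04 for sucrose degradation) and in *nia1nia2* (8.68e-04 and 0.00649). Over the alternatives the adjusted p in Col-0 was between 7.27e-05 and 0.343 for glycolysis and between 8.68e-04 and 0.286 for sucrose degradation, and in *nia1nia2* between 8.68e-04 and 0.411 and between 0.00649 and 0.436. Without Col-0_mock replicate 1, the medians in Col-0 were 0.08 and 0.21, and the difference for sucrose degradation was 0.02. Without *nia1nia2*_mock replicate 2, the median of sucrose degradation in *nia1nia2* was 0.34. The first list holds many proteins of the phosphoglycerate mutase family, and the second misses the fructokinases described as pfkB-type carbohydrate kinases.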

By mapping the DEGs from Col-0 and *nia1nia2* plants to the metabolic pathways in MAPMAN, we noticed that a higher number of genes associated with (i) starch and sucrose metabolism and (ii) glycolysis was up-regulated by 3BN treatment in the Col-0 in comparison with the *nia1nia2* plants (Supplementary Figure S3 and Supplementary Table S4). Based on this finding, it can be inferred that sucrose degradation and glycolysis were concomitantly activated by the 2.5 mM 3BN treatment in the Col-0 plants. This could justify the metabolite results where 2.5 mM 3BN treatment did not increase the sucrose level but increased the levels of glucose and sorbitol in the Col-0 plants (Figure 6). Conversely, as sucrose degradation and glycolysis were not activated in the *nia1nia2* plants by the same 3BN treatment, an increase in the sucrose level was observed instead for the levels of monosaccharides and sorbitol (Figure 6). A previous study of comparative metabolomic analysis reported an increased endogenous content of soluble sugars upon melatonin treatment and *Pseudomonas syringae pv. tomato* (*Pst*) DC3000 infection in Arabidopsis Col-0 (Qian et al., 2015). The study also demonstrated that exogenous pre-treatment of soluble sugars could reduce the bacterial spread in Arabidopsis Col-0 but not in SA- and NO-deficient mutants (Qian et al., 2015).

The production of Krebs cycle-associated carboxylic acids, namely malic and citric acids was induced by the 3BN treatment only in the Arabidopsis Col-0 plants (Figure 7). 

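Supplementary Table S4 also lists 10 genes of the Krebs cycle, of which 9 were upregulated in Col-0, with a median log2 fold change of 1.75 over the 10. The tenth, the citrate synthase gene *CSY5* (At3g60100), rose by 3.02 (SE 0.80, n = 3 arrays per group, adjusted p = 0.0121). The largest rise among the 9 was that of At5g65750, 2.19 (SE 0.35, adjusted p = 7.07e-04). The count fell to 5 without Col-0_3BN replicate 1 or 2, and to 1 in the fit on the Col-0 arrays alone. A list of 56 genes drawn from the gene descriptions, 51 of them measured and 9 of them in that table or named by the paper, had a median of 0.74 in Col-0 (adjusted p = 0.00350 from camera; slides 0.82, 0.61 and 0.70). Of its genes, 34 rose, 14 were upregulated past the threshold and 3 were downregulated. For the p adjusted over the list alone, 15 were upregulated and 3 downregulated. The words that define the list also match pyruvate dehydrogenase subunits.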

Interestingly, apart from the observed induction of sucrose degradation and glycolysis, genes related to the carboxylic acid-producing processes in the Krebs cycle were also up-regulated by the 2.5 mM 3BN treatment in the Col-0 plants (Supplementary Figure S3 and Supplementary Table S4). Meanwhile, no induction of Krebs cycle-associated genes was observed in the *nia1nia2* plants treated with 2.5 mM 3BN (Supplementary Figure S3). 

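In *nia1nia2*, 1 of the 10 Krebs cycle genes of Supplementary Table S4 passed the threshold, *SDH1-1* (At5g66760), with a log2 fold change of 1.22 (SE 0.23, n = 3 arrays per group, adjusted p = 0.00309). All 10 nevertheless rose in *nia1nia2*, with a median of 1.01, and 7 had an adjusted p under 0.05. All 10 rose more in Col-0. Here 8 genes were called in Col-0 alone and 0 in *nia1nia2* alone, by limma, but the paper lists all 10 for Col-0 and 0 for *nia1nia2* from the same arrays, so the genes were chosen for this pattern and the counts are no independent evidence. The order also depends on the shared estimate of the spread: with each genotype fitted on its own arrays, 1 of the 10 was upregulated in Col-0 and 5 in *nia1nia2*. The interaction itself had an unadjusted p under 0.05 for 3 of the 10, and its smallest adjusted p was 0.516. The count of 1 became 0 without *nia1nia2*_mock replicates 1, 2 or 3 or *nia1nia2*_3BN replicates 1 or 3, 2 without Col-0_3BN replicate 1 and 5 without Col-0_mock replicate 1. The longer list of 51 Krebs cycle genes had a median of 0.40 in *nia1nia2* (adjusted p = 0.00326 from camera; slides 0.43, 0.45 and 0.38) and 40 of its genes rose, 3 of them past the threshold, with 1 downregulated; the counts were the same for the p adjusted over the list alone. Its response was 0.25 larger in Col-0 (adjusted p = 0.0902; slides 0.07, 0.12 and 0.19). Without Col-0_mock replicate 3 the difference was 0.06, and its adjusted p reached 0.352 when arrays were left out in turn. The difference passed without Col-0_mock replicate 1 (0.19, adjusted p = 0.00194). It also passed under normexp with quantile normalization, quantile normalization, no filter on dim probes, the filter on all 12 arrays, the authors' normalized values and fry, with an adjusted p over the alternatives between 5.50e-04 and 0.136.

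From the higher number of upregulated genes of starch and sucrose metabolism and of glycolysis in Col-0, the paper infers that sucrose degradation and glycolysis were activated together by 3BN in Col-0. The paper proposes that this accounts for the higher levels of glucose and sorbitol, but not of sucrose, in Col-0. It states that both processes were not activated in *nia1nia2*, where sucrose rose instead, and it relates the Krebs cycle genes to the malic and citric acids that 3BN induced in Col-0 only.

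**Figure D5:**
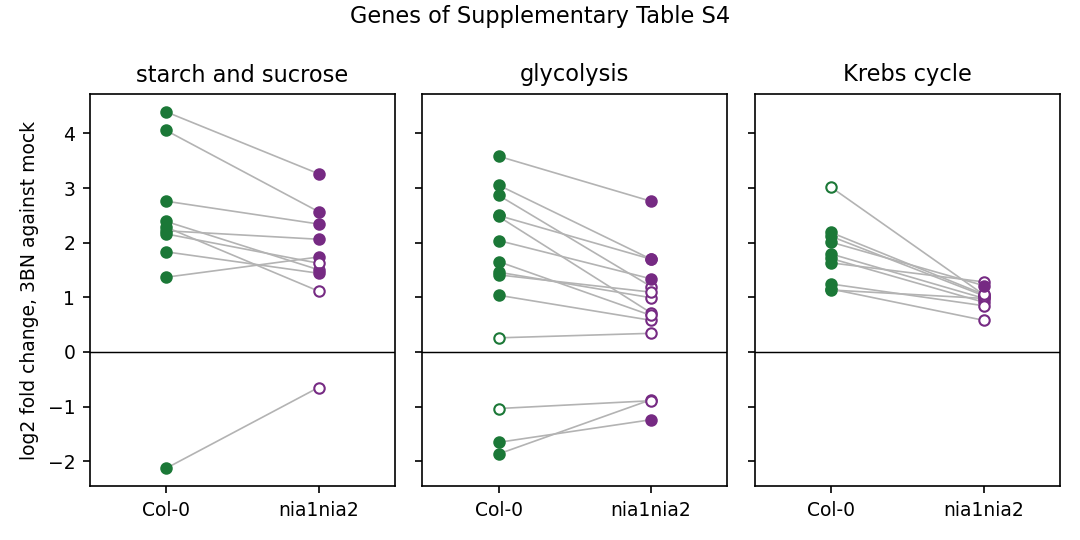
Log2 fold change under 3BN (y axis) of the genes of Supplementary Table S4 in Col-0 and *nia1nia2*, by pathway; a line joins the values of each gene and filled points passed the threshold. All 10 Krebs cycle genes lie above 0 in both genotypes and lower in *nia1nia2*.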

As mounting defense response is an energy-consuming process, it is not surprising that the Krebs cycle, the cellular energy production pipeline, is involved. Furthermore, the cycle also functions in producing the precursors of certain amino acids. In line with this notion, six amino acids, including asparagine, phenylalanine, isoleucine, tyrosine, lysine and leucine exhibited increased production in Arabidopsis Col-0 under 3BN treatment (Figure 8). This increased supply of amino acids could be channeled for the production of defensive proteins or defense-related secondary metabolites (Coruzzi and Last, 2000). It is noteworthy that the increased production of amino acids seen in Arabidopsis Col-0 plants upon 3BN treatment was compromised incompletely in *nia1nia2* plants (Figure 8). This finding can be partly attributed to the two mutated nitrate reductases in *nia1nia2* plants that negatively affect the nitrate reduction/assimilation, which is critical for the production of amino acids (Zhao et al., 2016).

Interestingly, a recent study reported that an acute dose of exogenous NO gas caused momentary metabolic changes in Arabidopsis at 6 h after treatment. The metabolic changes included elevated content of sugars, Krebs cycle carboxylic acids and amino acids along with accumulation of polyamines, fatty acids, phospholipids and nucleic acids (León et al., 2016). The transient effect with a metabolic change at 6 h, but not 24 h as reported in our study, might be due to the fact that NO was treated directly in the study while it may take some time for 3BN to act and generate NO in our study. Nevertheless, based on León et al. (2016), the 3BN-induced NO production is very likely to result in the observed concomitant activation of sucrose degradation, glycolysis and Krebs cycle in the Col-0 plants (Supplementary Figure S3). Besides that, the reported effects of NO on metabolic changes can also be depicted in our metabolite profiling results under mock condition. For example, the higher endogenous NO level in Col-0 plants compared with *nia1nia2* plants could account for the lower levels of soluble sugars but higher carboxylic acid levels in Col-0 plants compared with *nia1nia2* plants under the mock condition (Figures 6, 7). This finding suggests that, to a certain degree, the concomitant activation of sucrose degradation, glycolysis and Krebs cycle has happened in the Col-0 plants under the mock condition. Given the co-induction of these processes under the mock condition, the amino acid levels in the Col-0 plants were still comparable with those measured in the *nia1nia2* plants (Figure 8). A possible explanation is that the efficiency of conserving metabolic resources, such as carbon, nitrogen and energy, is lower if Arabidopsis Col-0 plants accumulate higher amount of amino acids under the mock condition. Conserving metabolic resources for amino acid synthesis is critical because amino acids are the building blocks for various important molecules, including proteins, vitamins, nucleotides and secondary metabolites (Arnold et al., 2015). Thus, increased amino acid biosynthesis, presumably mediated by NO, was only detected when Col-0 plants were treated with 2.5 mM 3BN treatment (Figure 8).

### The Production of SA and JA Is Induced in Arabidopsis by 2.0 mM 3BN Treatment in the Absence of Lesion Formation

Phytohormones are small endogenous, low-molecular-weight regulators of diverse growth, development and physiological processes (Checker et al., 2018). Besides that, they have also been attributed to the modulation of biotic and abiotic stress responses whereby crosstalks exist between the two networks (Ku et al., 2018). Under a stressful condition, antagonistic or synergistic crosstalks also happen between different phytohormones in plants (Ohri et al., 2015). Though complex, the crosstalks between phytohormone signaling cascades are deemed fundamental in fine-tuning the allocation of resources to the most appropriate defense mechanisms (Pieterse et al., 2012).

JA signaling is well known in triggering defense responses against necrotrophic pathogens (Mei et al., 2006), while SA signaling is effective against biotrophs/hemibiotrophs (Sticher et al., 1997). The finding that 2.0 mM 3BN treatment could increase the production of SA and JA is promising because it might enhance the broad-spectrum disease tolerance of Arabidopsis. As the fold-change was higher for JA than SA it remains to be elucidated whether the 3BN-induced defense responses are more effective against the necrotrophic pathogens. In addition, the 2.0 mM 3BN concentration did not cause lesion formation in the Col-0 plants as opposed to 2.5 mM 3BN treatment (Figures 10B, 11B and Supplementary Figure S2). As NO is responsible for the 2.5 mM 3BN-induced lesion formation in the Col-0 plants (as discussed in section The Involvement of NO in Lesion Formation of Arabidopsis Upon 3BN Recognition), it is very likely that the endogenous NO level accumulated in the Col-0 leaves under the 2.0 mM 3BN treatment condition is not sufficient for lesion formation. Therefore, we can infer that the 2.0 mM 3BN treatment establishes a primed state in Arabidopsis Col-0 plants by inducing the production of the phytohormones SA and JA in the absence of lesion formation.

The 2.5 mM 3BN treatment led to NO-mediated lesion formation and induced ABA levels only in Arabidopsis Col-0 plants, while *nia1nia2* plants have compromized NO levels and ABA induction. This observation could indicate a positive regulation between NO and ABA production in leaves. The physiological responses promoted by ABA have been well characterized in which ABA is known to induce callose accumulation and stomatal closure to prevent pathogens from entering into the plants (Oide et al., 2013; Eisenach et al., 2017). Nitrate reductase-catalyzed NO production is crucial for ABA-induced stomatal closure because the expression of key positive regulators in guard cell ABA signaling cascade was down-regulated in *nia1nia2* plants (Zhao et al., 2016). In agreement with our finding, GHPs, including 3BN, were reported to stimulate stomatal closure in Arabidopsis, a process accompanied by ROS and NO production as well as cytosolic Ca^2+^ fluctuation in the guard cells (Hossain et al., 2013).

The SA concentration in *nia1nia2* plants was relatively lower than in Col-0 plants under mock condition (Figure 9A), which suggests that SA production is stimulated by endogenous NO levels. Meanwhile, the increased production of SA in *nia1nia2* plants following the 3BN treatments, hints that NO and other secondary messengers, such as ROS, might act alone or synergistically to activate the 3BN-mediated SA signaling. The coordinated interplay between NO and SA has been characterized in detail (Freschi, 2013). For instance, sequence analysis on the promoters of NO-responsive genes in Arabidopsis revealed association with SA-responsive cis-regulatory elements (Palmieri et al., 2008). Moreover, NO has been reported to positively impact SA production and positively regulate SA signaling via two ways, i.e., (i) S-nitrosylation of non-expressor of pathogenesis-related proteins-1 (NPR1) to facilitate its oligomerization and interaction with SA receptors in cytosol, and (ii) S-nitrosylation of TGACG-Binding Factor-1 (TGA1) to stabilize the binding of the transcription factor to its downstream promoters (Mur et al., 2013). At the later bacterial infection stage, S-nitrosylation of SA-binding protein 3 (SABP3) inhibits its binding to SA, hence functioning as a negative feedback loop to suppress the activated SA signaling (Wang et al., 2009). Generation of ROS has also been associated with the activation of different phytohormone signaling pathways, including SA, that eventually lead to stress responses (Mohanta et al., 2018).

The greater induction of JA production in the *nia1nia2* plants is probably due to its lower endogenous SA level as compared to Col-0 plants (Figure 9A). This could be explained by the antagonistic interactions between JA and SA signaling (Takahashi et al., 2004). The fact that the different concentrations of 3BN treatments increased JA production by a greater fold change than SA production in both the Arabidopsis genotypes, warrants us to have a closer look at the interplay between NO and JA production/signaling. 

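*LOX3* (At1g17420) had a log2 fold change of 0.57 in Col-0 (SE 0.26, n = 3 arrays per group, adjusted p = 0.106) and 0.76 in *nia1nia2* (adjusted p = 0.0564), and it passed the threshold in neither. *OPR1* (At1g76680) rose by 1.60 in Col-0 (SE 0.42, adjusted p = 0.0111) and by 1.64 in *nia1nia2* (adjusted p = 0.0154), which was not past the threshold either. *OPR2* (At1g76690) was upregulated in both genotypes, by 2.47 in Col-0 (SE 0.28, adjusted p = 8.10e-05) and by 1.28 in *nia1nia2* (adjusted p = 0.00730). *OPR3* (At2g06050) passed in neither, with −0.21 in Col-0 (SE 0.32, adjusted p = 0.627) and 0.27 in *nia1nia2* (adjusted p = 0.586). None of these 4 responses was shown to differ between the genotypes, with an adjusted p for the difference of 0.866, 0.986, 0.382 and 0.733 in that order.

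*OPR1* passed in Col-0 without Col-0_mock replicate 3 (1.87, adjusted p = 0.00985), Col-0_3BN replicate 3 (1.89, adjusted p = 0.00935) or *nia1nia2*_3BN replicate 1 (adjusted p = 0.00469). It also passed under normexp with quantile normalization, the filter on all 12 arrays, the mean of its probes, each probe tested, the authors' normalized values and limma's trend and robust options (adjusted p over the alternatives 0.00804 to 0.0382). In *nia1nia2* it passed with array weights, chosen after the data were seen (8.55e-05; 8.55e-05 to 0.0320). The call of *OPR2* in *nia1nia2* was lost without Col-0_mock replicate 3 (adjusted p = 0.0105), Col-0_3BN replicate 2 (0.0126) and each *nia1nia2* array (0.0298, 0.0376, 0.0122, 0.0296, 0.0127 and 0.0260), and without the filter on dim probes (0.0121; 7.20e-05 to 0.0121 over the alternatives). With array weights, chosen after the data were seen, *OPR3* in *nia1nia2* was 0.55 (adjusted p = 0.00170; 0.00170 to 0.792 over the alternatives), still under the fold threshold. *OPR3* changed sign in Col-0 without Col-0_mock replicate 1 (0.03) or Col-0_3BN replicate 1 (0.01).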

Consistent with our microarray data (Supplementary Tables S1, S2), NO has been reported to positively impact JA production by inducing the expression of its biosynthetic genes, such as lipoxygenase 3 (*LOX3*) and 12-oxophytodienoate reductase 1, 2, and 3 (*OPR1*, *2* and *3*) (Mur et al., 2012). On the other hand, JA signaling can be suppressed by NO via a number of ways, i.e., (i) S-nitrosylation of NPR1 in the cytosol, (ii) the induction of WRKY70 by monomeric NPR1 in the nucleus, and (iii) the binding between TGA factors and octadecanoid-responsive Arabidopsis59 (ORA59) promoter (Mur et al., 2012; Freschi, 2013). This delicate, coordinated and reversible interactions between NO and JA/SA signaling enable Arabidopsis to mount effective defense responses to pathogens with different modes of infection.

### The Disease Tolerance of Arabidopsis Against Necrotrophic Pathogens Is Enhanced by 2.0 mM 3BN Treatment

Exogenous application of 2.0 mM 3BN enhanced the disease tolerance of Arabidopsis Col-0 toward two types of necrotrophic pathogens, *Pectobacterium carotovorum* ssp. *carotovorum* (agent of bacterial root rot of sweet potato) (Figure 10) and *Botrytis cinerea* (agent of gray mold) (Figure 11). The infection assays of necrotrophic pathogens were carried out because 2.0 mM 3BN treatment increased the production of JA more than SA in Arabidopsis Col-0 plants (Figure 9). It is worth noting that the direct effect of 3BN on the pathogens could not be totally excluded even though precaution step had been taken by placing 3BN-treated plants in ventilated fume hood for 30 min to get rid of the 3BN vapor.

Based on the findings of this study, the proposed model of 3BN-induced plant defense responses in Arabidopsis involves potential key signaling compounds, NO, ROS, JA, and SA. NO is required for lesion formation (Figures 2, 3 and Supplementary Figure S2) and readjustment of metabolic processes involving the co-activation of sucrose degradation, glycolysis, Krebs cycle and amino acid synthesis (Figures 6–8 and Supplementary Figure S3) in Col-0 plants treated with 2.5 mM 3BN. This gaseous molecule is also involved in mediating the 3BN-induced SA and JA production in Col-0 plants at lower concentration of 3BN treatment (2.0 mM) (Figure 9A). SA and JA are well known as an important signaling molecule responsible for local hypersensitive response and activation of systemic acquired resistance (Ponce de León and Montesano, 2013; Gao et al., 2015). The activation of SA and JA signaling pathway might also be involved in transcriptional reprogramming that alters the primary metabolite profiles in Arabidopsis as part of the defense mechanisms against pathogens (Figures 6–8). Apart from the induction of broad defense responses in Arabidopsis reported in this study, it is crucial to identify the membrane-bound PRR that might bind 3BN in order to propose 3BN as DAMP (Li et al., 2020). As a promising first step in this endeavor, our transcriptomic data showed that the expression of 16 genes encoding protein kinases was induced by 2.5 mM 3BN treatment in Col-0 plants (Supplementary Table S2). They include lectin-receptor kinases (At1g69270, At2g37710, At3g59700), cell wall-associated kinase (WAK1; At1g21250), FLG22-induced receptor-like kinase 1 (FRK1; At2g19190); BAK1-interacting receptor-like kinase 1 (BIR1; At5g48380) and chitin elicitor receptor kinase 1 (CERK1; At3g21630).

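Supplementary Table S2 lists 18 genes described as kinases, all of which were tested here. In Col-0, 14 were upregulated past the threshold and 2 were downregulated, and in *nia1nia2* 13 and 2. For the p adjusted over the list alone, 14 were upregulated in each genotype, on a list chosen on these samples. The 16 that rise in the paper's table had a median log2 fold change of 1.57 in Col-0 and 1.47 in *nia1nia2*. The interaction had an unadjusted p under 0.05 for 0 of the 18 (limma).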

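*RPK1* (At1g69270) rose by a log2 fold change of 1.99 in Col-0 (SE 0.30, n = 3 arrays per group, adjusted p = 5.25e-04) and by 1.12 in *nia1nia2* (adjusted p = 0.0201), where it was not past the threshold. At2g37710 rose by 1.55 in Col-0 (SE 0.21, adjusted p = 2.50e-04) and 1.29 in *nia1nia2* (adjusted p = 0.00132). At3g59700 rose by 2.87 in Col-0 (SE 0.27, adjusted p = 2.78e-05) and 2.73 in *nia1nia2* (adjusted p = 6.19e-05). *WAK1* rose by 1.58 in Col-0 (SE 0.32, adjusted p = 0.00276) and 2.04 in *nia1nia2* (adjusted p = 0.00104). *FRK1* rose by 1.91 (SE 0.48, adjusted p = 0.00961) and 2.89 (adjusted p = 0.00152). *BIR1* rose by 1.82 (SE 0.20, adjusted p = 7.12e-05) and 1.95 (adjusted p = 7.69e-05). *CERK1* rose by 0.96 in Col-0 (SE 0.23, adjusted p = 0.00737), just under the fold threshold, and by 1.05 in *nia1nia2* (adjusted p = 0.00732). The smallest adjusted p for a difference of the responses was 0.615.

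Several of these calls rest on single arrays. *WAK1* lost its call in Col-0 without Col-0_mock replicate 3, Col-0_3BN replicate 1 or Col-0_3BN replicate 2 (adjusted p = 0.0113, 0.0114 and 0.0102). *FRK1* kept its call in Col-0 only without Col-0_mock replicate 1 (2.36) or Col-0_3BN replicate 1 (2.38). Its adjusted p was 0.0247 and 0.0206 without Col-0_mock replicates 2 and 3 and 0.0418 and 0.0360 without Col-0_3BN replicates 2 and 3. Without the *nia1nia2* arrays in turn it was 0.0158, 0.0155, 0.0156, 0.0147, 0.0158 and 0.0155. *CERK1* passed in Col-0 without Col-0_mock replicate 1 (1.16) or Col-0_3BN replicate 1 (1.07). In *nia1nia2* its call was lost without Col-0_mock replicate 3, Col-0_3BN replicates 2 and 3 (adjusted p = 0.0102, 0.0125 and 0.0127), the 3 *nia1nia2*_mock arrays (0.0312, 0.0260 and 0.0279) and *nia1nia2*_3BN replicates 2 and 3 (0.0340 and 0.0351). *RPK1* passed in *nia1nia2* without Col-0_mock replicate 1 or 2 (adjusted p = 1.93e-04 and 0.00929).

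Other processing settings changed calls as well. *CERK1* passed in Col-0 under normexp with quantile normalization, quantile normalization and the authors' normalized values (1.13, 1.08 and 1.15). In *nia1nia2*, *CERK1* lost its call under normexp with quantile normalization and on the authors' normalized values (0.96 in both, under the fold threshold), under median scaling (adjusted p = 0.0260), without the filter on dim probes (0.0130) and with the slide as a block (0.0143), within a range of 6.28e-07 to 0.0260. *RPK1* passed in *nia1nia2* under normexp with quantile normalization (0.00474), quantile normalization (0.00724), median scaling (0.00536), the fit on the *nia1nia2* arrays alone (5.63e-04) and the authors' normalized values (0.00679), within a range of 1.01e-06 to 0.0312. *FRK1* and *WAK1* lost their calls in Col-0 under median scaling and in the fit on the Col-0 arrays alone, with an adjusted p over the alternatives between 1.40e-04 and 0.0687 for *FRK1* and between 7.67e-06 and 0.0392 for *WAK1*. *FRK1* lost its call there also without the filter on dim probes (0.0143) and with the slide as a block (0.0194). Settings chosen after the data were seen changed calls too. On the authors' normalized values with probe results averaged, *FRK1* lost its call in Col-0 (0.0113) and *CERK1* in *nia1nia2* (0.96), while *CERK1* in Col-0 (1.15) and *RPK1* in *nia1nia2* (0.00891) passed; the last 2 also passed with array weights (1.18 and 1.01e-06). *RPK1* and At2g37710 lost theirs in the fit on the Col-0 arrays alone (adjusted p = 0.0169 and 0.0141; from 2.06e-05 and 5.16e-05 over the alternatives).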

## Conclusion

This study has demonstrated that exogenous application of 3BN, that belongs to the nitrile group of GHPs, can initiate an innate immune response by eliciting a broad range of signal molecules and pathways in Arabidopsis. At the concentration of 2.5 mM, 3BN treatment started to trigger a NO-mediated lesion formation in Arabidopsis. The same 3BN treatment also resulted in an elevated production of soluble sugars, Krebs cycle associated carboxylic acids and amino acids in Arabidopsis whose roles are closely related to the different stages of a plant immune response. Increased production of defense-related phytohormones such as SA, JA and ABA was observed in plants exposed to two different concentrations of 3BN treatments. As 3BN treatments of 2.5 mM and ≥ 5.0 mM caused lesion and severe necrosis respectively, a lower concentration of 3BN (2.0 mM) was used to test its feasibility in activating defense response of Arabidopsis without causing lesion formation. Intriguingly, this 3BN treatment also triggered an elevated synthesis of SA and JA. In the infection assay, 2.0 mM 3BN treatment was capable of enhancing the disease tolerance of Arabidopsis against necrotrophic pathogens such as *Pectobacterium carotovorum* ssp. *carotovorum* and *Botrytis cinerea*. In conclusion, this study proposes the potential of 3BN to function as DAMP in Brassicaceae.

## Data Availability Statement

The datasets generated for this study can be found in the GEO (accession GSE139089).

## Author Contributions

H-MT, AB, and RK conceived and designed the research project. H-MT, Y-CC, P-MY, AV, and RK conducted the experiments. H-MT, BC, C-PC, FY, AB, and RK contributed to data interpretation and manuscript preparation. JR contributed to metabolite analysis. PW contributed to microarray analysis. All authors have read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

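Rosette leaves of 21-day-old Arabidopsis Col-0 and *nia1nia2* plants were sampled after 24 h of exposure to mock or 2.5 mM 3BN vapors. Their RNA was hybridized to 1-color Agilent Arabidopsis V4 arrays. The deposited data hold 12 arrays, 3 in each of 4 groups, on 3 slides that each carry 1 array of every group.

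The authors deposited the scanner output of Feature Extraction 9.5.1.1, which holds for each spot the mean signal, the local background, quality marks and a processed signal intensity in linear units after background subtraction and detrending. The authors also deposited normalized intensities. These are linear whole numbers with medians between 1016 and 1029 and smallest values between 64 and 77 on the 12 arrays. The method of that normalization is not stated with the data, and the paper refers to an earlier article for it. The Spearman correlation of these values with the scanner values of the same array was between 0.987 and 0.997, the highest of all arrays for 12 of 12.

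The log2 processed intensity minus the 75th percentile of the array was used here. The 75th percentile lay between 4180 and 6132 on the Col-0_mock arrays, between 5889 and 6734 on the Col-0_3BN arrays, between 5567 and 5931 on the *nia1nia2*_mock arrays and between 5938 and 6476 on the *nia1nia2*_3BN arrays. Of 43803 spots that are not controls, 0 were saturated, and 1076 spots marked as outliers over all arrays were left out. Spots of a probe were averaged. A probe was kept when it was well above background on all 3 arrays of at least 1 group, which 33626 of 43603 probes were. A locus was taken from the systematic name for 38413 probes and from the gene name for 644; 4546 probes had none and were tested under the name given on the array. The kept probe with the highest mean signal stood for its gene, which gave 24877 genes, 22249 of them with a locus. Within groups, the correlation of arrays across genes was between 0.920 and 0.968 (Col-0_mock), 0.966 and 0.995 (Col-0_3BN), 0.990 and 0.993 (*nia1nia2*_mock) and 0.977 and 0.995 (*nia1nia2*_3BN), and the median SD of a gene was 0.52, 0.28, 0.14 and 0.24 log2 units.

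Genes were tested in R 4.3.3 with limma 3.58.1 (data.table 1.17.8 for reading) on 4 group means with 1 shared estimate of the spread. The comparisons were 3BN against mock in each genotype, the difference of these responses (Col-0 minus *nia1nia2*), and *nia1nia2* against Col-0 under mock and under 3BN. The p-values were adjusted by Benjamini-Hochberg over all genes tested. A gene passed at the paper's threshold, an absolute log2 fold change of at least 1 and an adjusted p under 0.01. Gene lists were tested by camera with a correlation of 0.01, adjusted over 33 pairs of list and comparison, at an adjusted p of 0.05; for these tests 524 missing gene values were set to their group mean. The 11 lists were Krebs cycle, glycolysis, sucrose degradation, fatty acid beta-oxidation, sulfate assimilation, 26S proteasome, ABA markers, JA markers, SA markers, nitrile and cyanide metabolism, and nitrate response. Enzyme lists were drawn by words in the gene descriptions and marker lists by locus.

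The genes named in the text were fixed by a rule: the genes the paper names beside its array data, *NIA1* and *NIA2*; the genes of Supplementary Table S4; in each genotype the 3 DEGs with the largest rise and the 3 with the largest fall among those whose 3BN arrays all lie beyond all mock arrays; up to 3 genes in each direction in the difference of the responses and between the genotypes under mock; and the members of the locus lists. The values in Supplementary Tables S1, S2 and S4 had been seen when the rule was written. In the alternative called each probe tested, a gene passed if any of its probes did, and the probe with the smallest p gave its values. Gene lists, comparisons, this rule and the following alternatives were chosen before the data were examined: normexp background correction (offset 50) with quantile normalization, quantile normalization alone, scaling to the median, no filter on dim probes, a filter on all 12 arrays, the mean of a gene's probes, each probe tested, each genotype fitted on its own 6 arrays, the slide as a block, the authors' normalized values, limma's trend and robust options, an adjusted p under 0.05, no minimum fold change, each array left out in turn (which leaves groups of 2 arrays), fry in place of camera, and camera with an estimated correlation. Chosen after the data were seen were array weights (limma's gene-by-gene method, since the default method did not converge), the authors' normalized values with probe results averaged over each locus, the fits of each genotype without mock replicate 1, the comparison of the size of the responses, the tests of lists between the genotypes under mock, the fit with same-numbered arrays of the genotypes as pairs and the swaps within these pairs, the draws of noise around equal group means and of noise that keeps the pairs, and the draws of correlation with no gene changing.

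Arrays of the same replicate number share a slide, and the paper's methods place both genotypes in a shared chamber. Deviations from the group means were correlated between the genotypes in all pairs of same-numbered arrays of a treatment, with r between 0.126 and 0.228 under mock and between 0.493 and 0.710 under 3BN. Over the 12 pairs of a mock and a 3BN array of the same number, r was between −0.246 and 0.283, with a median of 0.0191 and 2 over 0.1. The numbers therefore pair the arrays between the genotypes within a treatment, and not mock with 3BN.

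The methods were tested on simulated data with the pooled spread of each gene, and with noise independent between genes and between arrays. Of 200 genes given a log2 fold change of 2, 59% were recovered in Col-0, 60% in *nia1nia2*, 61.5% between the genotypes under mock and 3% in the difference of the responses, with 1, 3, 3 and 1 false calls. A shift of 1 log2 unit given to the Krebs cycle list was called by camera (adjusted p = 1.48e-60), and of 30 other pairs 0 were. As the simulated genes are independent, this does not test the list results against correlation between genes. Responses simulated at 0.8 of the size in *nia1nia2* were estimated at 0.81 among rising and 0.82 among falling genes.

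The GO enrichment, the Pathway Studio enrichment and the MAPMAN mapping were not repeated, because their annotations are not among the data. Supplementary Table S1 was available in part, with 1998 genes, of which 1996 were on the array. Metabolites, hormones, lesions and pathogen assays have no deposited data here.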

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

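The comparison of the size of the responses, the tests of it without Col-0_mock replicate 1 and by the spike-in slopes, the fit, the swaps and the noise draws with pairs of arrays, and array weights were chosen only after the results had been seen.

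The response to 3BN differed between the genotypes for *GAD* (At5g17330) and *DIN9* (At1g67070) by the test of the interaction without pairs, and not with pairs. *GAD* rose by 3.37 log2 units more in Col-0 (SE 0.28, adjusted p = 0.00264) and *DIN9* by 2.73 more (SE 0.24). Under mock, *GAD* was 2.94 log2 units higher in *nia1nia2* (adjusted p = 4.82e-05), so most of its difference of 3.37 is a higher start there, whereas *DIN9* was 0.89 higher (adjusted p = 0.0234), short of the threshold. When genotype labels were drawn freely within each treatment, 2 of 100 draws, the real labels included, gave as many genes in the interaction. Same-numbered arrays of the genotypes deviate together within a treatment, however, and of 32 swaps of the genotypes within these pairs 2 gave as many, the real labels included, so by the swaps chance cannot be excluded for the number of genes. The other, with 560 genes, swaps all 3 pairs under 3BN and none under mock, which turns the difference between the genotypes itself into an interaction. Noise around equal responses gave as many in 0 of 100 draws with the arrays reshuffled singly and in 0 of 100 with the pairs kept (largest draw 0 by limma), which argues against such noise. The single reshuffles do not keep the wider spread of Col-0. With the pairs as a block, limma called 0 genes in the interaction (3403 with an unadjusted p under 0.05), and *GAD* and *DIN9* had an adjusted p of 0.0397, so whether these 2 genes differ stays open. The call of *GAD* was lost with the slide as a block (adjusted p = 0.0211; 3.09e-04 to 0.0211 over the alternatives). That of *DIN9* was lost there too, under quantile normalization (0.0142) and under median scaling (0.0409; 5.57e-04 to 0.0409 over the alternatives). With array weights, 59 genes were called in the interaction, and noise around equal responses gave as many in 2 of 20 draws, up to 2739, so that higher number cannot be held against noise. The genotype stays open as a biological explanation. The paper's methods place both genotypes in a shared chamber, which argues against a different exposure to the vapors; uptake by the plants was not measured.

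The genes of fatty acid beta-oxidation and of the 26S proteasome rose more in Col-0, by the test of the difference of the responses. The median difference was 0.51 for the former (adjusted p = 0.00326) and 0.35 for the latter (adjusted p = 3.01e-05, larger in Col-0 for 38 of 42 genes; slides 0.45, 0.25 and 0.22). The proteasome list, 2 of whose genes the paper lists or names, had a median log2 fold change of 1.28 in Col-0 (adjusted p = 3.58e-12, 28 genes upregulated, 29 with the p adjusted over the list alone; slides 1.29, 1.23 and 1.13) and 0.95 in *nia1nia2* (adjusted p = 2.20e-11, 17 upregulated, 17 over the list alone; slides 0.82, 0.97 and 0.97). Both differences passed under fry (adjusted p = 0.0146 and 0.0351) and not with an estimated correlation (0.106 and 0.257), with ranges of 2.08e-04 to 0.106 and 5.39e-08 to 0.257. With pairs of arrays as a block both passed (0.0151 and 1.60e-04, adjusted over the 11 lists). The median difference of all rising genes was 0.27, and whether either list differs from it was not tested.

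The responses as a whole were smaller in *nia1nia2*, by the draws of genotype labels. Genes that passed on the average of both responses (6145) had a median difference of 0.41 log2 units in favor of Col-0 (slides 0.49, 0.38 and 0.29). The 3354 rising genes had medians of 2.05 in Col-0 and 1.76 in *nia1nia2*, with 63.4% larger in Col-0 and a median difference of 0.27 (slides 0.18, 0.37 and 0.27; 0.20 with 654 genes at their bound). The 2791 falling genes had medians of −1.74 and −1.21, with 81.0% larger in Col-0 and a median difference of 0.52 (slides 0.82, 0.40 and 0.32; 0.29 with array weights). As large a difference in either direction came from 2 of 100 free draws, the real labels included (the largest other was 0.42, against 0.41). It also came from 1 of 32 swaps of the genotypes within pairs of arrays, the real labels (the largest other was 0.37). These shares argue against chance if the genotypes have an equal spread, and 1 of 32 is the smallest share the swaps can give. The spread was wider in Col-0, so the shares do not settle it. The technical explanations tested were that array, dim probes, the normalization and a compressed signal range of the *nia1nia2* arrays, and each value argues against its explanation as the whole cause: without Col-0_mock replicate 1 the difference was 0.39, among genes well above background on all 12 arrays 0.41, and at least 0.33 under the other scalings, while the spike-in slope of the *nia1nia2* arrays was 1.00 times that of the Col-0 arrays other than Col-0_mock replicate 1. A smaller response of the mutant may therefore be biological, as a hypothesis found and tested on the same data. The shared chamber named in the paper's methods argues against a different exposure to the vapors; uptake by the plants was not measured and stays open.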

How the results depend on the processing

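Array weights, the authors' normalized values with probe results averaged, and the fits of each genotype without mock replicate 1 were chosen only after results had been seen; so were the fit with pairs of arrays and the comparison of the size of the responses.

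For the counts and other main results, 266 of the comparisons with an alternative set in advance stayed within the limits of no change and 46 moved; with 1 array left out 226 stayed and 74 moved, and with the alternatives chosen later, other than the pairs of arrays, 34 stayed and 17 moved. For single genes and lists the alternatives set in advance left 1255 calls as they were, added 51, removed 51 and reversed the sign of 7 values; with 1 array left out these numbers were 1153, 12, 113 and 18, and with the later alternatives 155, 13, 9 and 3. DEGs upregulated in Col-0, in both genotypes and in Col-0 only, and the genes of Supplementary Table S2 upregulated in Col-0, moved under no alternative other than the fits of each genotype on its own arrays. The larger responses in Col-0 moved by less than their SD over the slides (0.0987 for rising and 0.269 for falling genes), the limit used for them, with 0.23 to 0.31 for rising genes and 0.29 to 0.55 for falling genes (0.24 to 0.36 and 0.38 to 0.66 with 1 array left out). The 0.29 came with array weights, against 0.52, a fall by more than the 1.5 times that is the limit for counts. In the counts below, the cause was not tested unless it is given.

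With each genotype fitted on its own arrays, Col-0 had 1283 upregulated and 476 downregulated genes and *nia1nia2* had 2339 downregulated; 1103 and 378 were up or down in both, 180 and 98 in Col-0 only, and 1720 and 1961 in *nia1nia2* only. Of the genes upregulated in Col-0 in this fit, 1279 were so in the shared fit, and of those downregulated 476; in *nia1nia2* these were 2114 and 943. There were 50 upregulated genes of Supplementary Table S2 in Col-0. In Supplementary Table S4, 2 starch and sucrose, 5 glycolysis and 1 Krebs cycle genes were upregulated in Col-0, and 8 starch and sucrose, 6 glycolysis and 5 Krebs cycle genes in *nia1nia2*. Each fit has its own estimate of the spread by construction. Without mock replicate 1, the fits gave 1766 and 767 in Col-0 and 1707 downregulated in *nia1nia2*.

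Under normexp with quantile normalization, 205 genes were downregulated in *nia1nia2* only, 16 responded more in Col-0, and 2 Krebs cycle genes of Supplementary Table S4 were upregulated in *nia1nia2*. These numbers were 230, 6 and 2 under quantile normalization and 208, 17 and 2 on the authors' normalized values. Median scaling gave 1 gene with a larger response in Col-0 and 3 Krebs cycle genes. Without the filter on dim probes, 27 genes were lower in *nia1nia2* under mock. The filter on all 12 arrays, which tests fewer genes by construction, gave 239 genes upregulated in *nia1nia2* only, 50 higher and 27 lower in *nia1nia2* under mock, and 0 for the check of *NIA2*, which it removes. The mean of probes gave 0 Krebs cycle genes and the trend and robust options 2. With the slide as a block, 0 genes responded more in Col-0, by limma, and 2 Krebs cycle genes were upregulated in *nia1nia2*; *NPR3* and *FRK1* in Col-0, *PAD4* and *CERK1* in *nia1nia2*, the nitrate response list in *nia1nia2*, and the interactions of *GAD* and *DIN9* lost their calls. With same-numbered arrays of the genotypes paired within each treatment, limma called 0 genes in the interaction (3403 with an unadjusted p under 0.05), 51 higher and 29 lower in *nia1nia2* under mock, and 187 higher and 85 lower under 3BN.

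At an adjusted p under 0.05, a wider threshold by construction, 1883 genes were downregulated in *nia1nia2*, 1474 in both genotypes and 409 in *nia1nia2* only; 5 responded more in Col-0 and 2 in *nia1nia2*; 297 were higher and 176 lower in *nia1nia2* under mock; and 5 glycolysis and 3 Krebs cycle genes were upregulated in *nia1nia2*. Of the gene lists, fry called 20 pairs and camera with an estimated correlation 0.

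With array weights, *nia1nia2* had 3360 upregulated and 2853 downregulated genes, 1631 were downregulated in both genotypes, 856 and 1222 were up or down in *nia1nia2* only, 46 responded more in Col-0 and 13 in *nia1nia2*, and 6 glycolysis and 4 Krebs cycle genes were upregulated in *nia1nia2*. Averaged probe results on the authors' normalized values gave 19 genes with a larger response in Col-0, 61 higher and 24 lower in *nia1nia2* under mock, and 3 starch and sucrose and 0 Krebs cycle genes upregulated in *nia1nia2*.

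The median of the JA markers in Col-0 turned positive under normexp with quantile normalization (0.20), quantile normalization (0.25), the mean of probes (0.14), each probe tested (0.44), the authors' normalized values (0.20) and array weights (0.23). The difference of the responses turned positive for the ABA markers with the mean of probes (0.059) and each probe tested (0.17), and for the JA markers with array weights (0.056). *OPR3* in Col-0 was 0.23 with array weights.

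With each array left out in turn, the downregulated genes ranged from 393 to 1621 in *nia1nia2*, from 357 to 1348 in both, from 1098 to 2026 in Col-0 only and from 36 to 649 in *nia1nia2* only, and those upregulated in *nia1nia2* only from 166 to 592. Larger responses ranged from 0 to 36 in Col-0 and from 0 to 4 in *nia1nia2*, and genes higher or lower in *nia1nia2* under mock from 23 to 397 and from 11 to 116. In Supplementary Table S4, the upregulated genes in *nia1nia2* ranged from 1 to 7 (starch and sucrose), 3 to 5 (glycolysis) and 0 to 5 (Krebs cycle), and the Krebs cycle genes in Col-0 from 5 to 10. Sign changes came with ranges of −0.46 to 0.0067 (sulfate list, Col-0), −0.36 to 0.44 (JA markers, Col-0), −0.31 to 0.14 (JA markers, *nia1nia2*), −0.0020 to 0.065 (glycolysis list, *nia1nia2*), −0.36 to 0.032 (*OPR3*, Col-0) and −0.012 to 0.41 (*LOX1*, *nia1nia2*). For the difference of the responses they came with −0.0091 to 0.26 (sulfate list), −0.39 to 0.022 (ABA markers), −0.34 to 0.19 (JA markers), −0.43 to 0.11 (SA markers) and −0.042 to 0.66 (nitrile and cyanide list). The arrays behind these changes are named with each result.

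Some alternatives give no value for some results: the set tests for results other than lists, the thresholds for lists and for the size of the responses, the fits of each genotype on its own for comparisons across genotypes, and each probe tested for the size of the responses. Probes that were not well above background on any array of a group allow only a bound on a fold change.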

Differences from the paper's values

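The setting with the authors' normalized values and averaged probe results was chosen only after the values had been seen, from about 20 combinations compared with Supplementary Table S1; it drops 7 of the 1819 genes the paper calls in Col-0 and 7 of the 1029 it calls in *nia1nia2* in the part of that table available. It is called the averaged setting here, and brings all values in the next 3 paragraphs within the paper's.

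The paper gives 1766 DEGs downregulated in Col-0, against 2699 here. Of the alternatives set before the data were examined, normexp with quantile normalization, median scaling, no filter on dim probes, the filter on all 12 arrays, the authors' normalized values and leaving out any array other than Col-0_mock replicates 1 and 2 come within 1.5 times the paper's value. Quantile normalization, the mean of probes, each probe tested, each genotype on its own, the slide as a block, trend and robust options, an adjusted p under 0.05, no minimum fold change, and leaving out Col-0_mock replicate 1 or 2 do not. For DEGs downregulated in Col-0 only, the paper gives 1142, against 1883 here; normexp with quantile normalization, the authors' normalized values, and leaving out Col-0_mock replicate 3 or any Col-0_3BN array come within that range, and the other alternatives do not.

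For starch and sucrose genes of Supplementary Table S4 upregulated in *nia1nia2*, the paper's count is 2, against 6 here; leaving out *nia1nia2*_mock replicate 2 or 3 or *nia1nia2*_3BN replicate 2 comes within it, and the other alternatives do not. For the Krebs cycle genes of that table in *nia1nia2*, the paper's count is 0, against 1 here (limma); the mean of probes and leaving out any *nia1nia2* array other than *nia1nia2*_3BN replicate 2 give 0, and the other alternatives do not.

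For *PR5* in Col-0 the paper's log2 fold change is 2.988, against 2.41 here. Normexp with quantile normalization, quantile normalization, the mean of probes, each probe tested, the authors' normalized values and leaving out Col-0_mock replicate 1 or 3 or Col-0_3BN replicate 1 come within the error; the others do not. For *WAK1* in *nia1nia2* the paper's is 2.222, against 2.04; normexp with quantile normalization, quantile normalization, the authors' normalized values and leaving out *nia1nia2*_mock replicate 1 or 2 come within it, and the others do not. For At1g74140 in Col-0 (AT1G74140) the paper's is 4.556, against a fitted 8.38 with only 1 of the 3 mock arrays well above background, so that its size is uncertain; normexp with quantile normalization and the authors' normalized values come within it, the filter on all 12 arrays gives no value, and the others do not. For *IAA5* in Col-0 the paper's is −4.432, against a fitted −6.66 with 2 of the 3 3BN arrays well above background; the same alternatives, quantile normalization and leaving out Col-0_mock replicate 1 or Col-0_3BN replicate 1 come within it, the filter on all 12 arrays gives no value, and the others do not. For *CYP704B1* in *nia1nia2* the paper's is 4.199, against a fitted 8.31. Only a bound of at least 66.0-fold is measured here, so that the size of the fitted value is uncertain. By fitted values, normexp with quantile normalization and the authors' normalized values come within the error. The filter on all 12 arrays gives no value, and the others do not come within it. For *DIN9* in Col-0 the paper's is 3.006, against 3.36; normexp with quantile normalization, quantile normalization and the authors' normalized values come within it, and the others do not.

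Over the part of Supplementary Table S1 available, the sign was the paper's for 1995 of 1996 genes in Col-0 and 1990 in *nia1nia2*; of the genes past the paper's threshold there, 1675 of 1817 passed here in Col-0 and 879 of 1027 in *nia1nia2*, in the same direction. Of the 159 genes of Supplementary Table S2, 134 passed here in the direction the paper gives.

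The paper states that *PAD4*, *EDS1* and *WRKY70* were induced; in Col-0 they did not pass here, with adjusted p of 0.0420, 0.0847 and 0.325, while *ICS1*, *NPR3*, *NPR4*, *TGA3* and *PR5* did. *PAD4* passed under normexp with quantile normalization, quantile normalization, the mean of probes, each probe tested, the authors' normalized values, an adjusted p under 0.05, array weights and the averaged setting, and without Col-0_mock replicate 1. *EDS1* passed with the mean of probes, each probe tested, array weights and the averaged setting, and without Col-0_mock replicate 1. *WRKY70* passed under normexp with quantile normalization, quantile normalization, the authors' normalized values and the averaged setting, and without Col-0_mock replicate 1. The paper counts *CERK1* among the induced kinases; it was 0.96 in Col-0 here, and passed under normexp with quantile normalization, quantile normalization, the authors' normalized values, no minimum fold change, array weights and the averaged setting, and without Col-0_mock replicate 1 or Col-0_3BN replicate 1. The paper relates its array data to induction of *LOX3*, *OPR1*, *OPR2* and *OPR3*; *OPR2* passed here, *LOX3* (0.57) and *OPR3* (−0.21) passed in Col-0 under no setting, and *OPR1* (1.60, adjusted p = 0.0111) passed under normexp with quantile normalization, the filter on all 12 arrays, the mean of probes, each probe tested, the authors' normalized values, trend and robust options and an adjusted p under 0.05, and without Col-0_mock replicate 3, Col-0_3BN replicate 3 or *nia1nia2*_3BN replicate 1. For Supplementary Table S4, *CSY5* (Krebs cycle) and *LOS2* (glycolysis, 0.26), which the table lists as up in Col-0, did not pass.

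The paper reports no induction of Krebs cycle genes in *nia1nia2*, from genes past its threshold. Without a threshold, the list of 51 genes rose there (median 0.40, adjusted p = 0.00326 from camera, 0.101 with an estimated correlation). The 10 genes of Supplementary Table S4 all rose, with a median of 1.01, and 1 of them passed the threshold. The paper reports fewer DEGs in *nia1nia2* than in Col-0; here the order was the same in the shared fit (3095 and 5670) and the opposite with each genotype fitted on its own (5162 and 1759). It reports fatty acid beta-oxidation as enriched in Col-0 only, from GO terms among genes past its threshold. Here a list drawn from gene descriptions, tested by camera without a threshold, rose in both genotypes, but passed in neither with an estimated correlation (adjusted p = 0.106). Past the threshold were 11 of its genes in Col-0 and 4 in *nia1nia2*. The measures differ, so this does not contradict the paper. It reports sulfur compound metabolism as enriched among upregulated genes of *nia1nia2*. The genes of that term were not available. The sulfate list tested in its place had a median of −0.19 in *nia1nia2* (−0.09 without *nia1nia2*_3BN replicate 3).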

Other observations

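The splits of the arrays of each genotype, the tests on the number of genes called when each genotype is fitted on its own, the tests of Col-0_mock replicate 1 by *NIA2* and by its spike-in slope, the tests of lists under mock, the draws of noise around equal group means, and the fit, the swaps and the noise draws with pairs of arrays were chosen only after the results had been seen.

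Under mock, 94 genes were higher and 49 lower in *nia1nia2* than in Col-0, and 3854 genes, or 15.5%, had an unadjusted p under 0.05. Higher in *nia1nia2* were At3g25790 (at least 66.1-fold, adjusted p = 3.32e-05; fitted log2 4.77 on the authors' normalized values, below that bound), At2g18480 (log2 7.04, SE 0.82, adjusted p = 0.00192; 2 of 3 Col-0_mock arrays well above background) and *HRS1* (At1g13300; 6.72, SE 0.57, adjusted p = 2.80e-04; 1 of 3). Besides *NIA2*, At1g38131 (at least 406-fold lower, adjusted p = 2.40e-08; a fitted −5.51 over the alternatives, short of that bound) and *MRD1* (At1g53480; −7.63, SE 0.30, adjusted p = 4.20e-07) were lower. At2g18480 lost its call without *nia1nia2*_mock replicate 1, 2 or 3 (adjusted p = 0.0139, 0.0108 and 0.0110). The count of 94 was 397 and 58 without Col-0_mock replicates 2 and 3, and 23, 52 and 30 without *nia1nia2*_mock replicates 1 to 3. The count of 49 was 116 and 23 without Col-0_mock replicates 2 and 3, 22 and 23 without Col-0_3BN replicates 2 and 3, 11, 12 and 29 without *nia1nia2*_mock replicates 1 to 3, and 23 without *nia1nia2*_3BN replicate 2 or 3. With same-numbered arrays paired, 51 genes were higher and 29 lower, and At2g18480 lost its call (adjusted p = 0.0105). Only the real split, 1 of the 10 splits of the mock arrays, gave any call; 10 splits allow no share under 0.1 and do not decide. Noise reshuffled around equal group means gave as many in 0 of 100 draws (largest draw 0 by limma, against 143), which argues against such noise. These draws spread the wide residuals of Col-0_mock over all groups. No biological explanation other than the genotype was tested. Under 3BN, 220 genes were higher and 100 lower in *nia1nia2*.

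Between the genotypes under mock, the nitrate response list was higher in *nia1nia2* (median 1.01, adjusted p = 7.95e-05, 3.68e-06 by fry and 0.0168 with an estimated correlation; slides 0.57, 0.83 and 0.77); *NIA1* and *HRS1* are among its 11 tested genes. The Krebs cycle list was 0.18 higher (adjusted p = 0.0338, 0.104 with an estimated correlation; slides −0.02, 0.22 and 0.30), and not past 0.05 without Col-0_mock replicate 2 (0.08, adjusted p = 0.524), Col-0_mock replicate 3 (0.0864) or *nia1nia2*_mock replicate 3 (0.10). The SA markers were lower (−0.83, adjusted p = 0.00973, 0.156 by fry, 0.456 with an estimated correlation; slides −1.64, −0.11 and −0.22), and at −0.32 (adjusted p = 0.0585) without Col-0_mock replicate 1. With same-numbered arrays paired, the nitrate response list passed (adjusted p = 9.08e-04) and the Krebs cycle list and the SA markers did not (0.0509 for both). With array weights the SA markers did not pass either (0.0804). The median of the Krebs cycle list was 0.0015 under median scaling and 0.41 with each probe tested. That of the nitrate response list fell to 0.63 without Col-0_mock replicate 1, where the list still passed.

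Under 3BN, the nitrate response list, with 11 of 12 genes tested and 1 named by the paper, had a median of −0.66 in Col-0 (adjusted p = 0.329; −0.65 with 1 gene at its bound; slides 0.55, −0.19 and −0.67; 1 gene upregulated, 2 downregulated) and −0.65 in *nia1nia2* (adjusted p = 0.0499; slides −0.74, −0.66 and −0.52; 0 upregulated, 2 downregulated by limma), with a difference of 0.48 (adjusted p = 0.255; slides 0.97, 0.30 and −0.05). The call in *nia1nia2* was lost without any Col-0_3BN array (adjusted p = 0.0531, 0.0518 and 0.0506), *nia1nia2*_mock replicates 1 and 3 (0.0554 and 0.0767) and *nia1nia2*_3BN replicates 1 and 2 (0.0546 and 0.0745), with the mean of probes (0.0580) and with the slide as a block (0.0566; 1.44e-04 to 0.132 over the alternatives). In Col-0 the list passed under fry (0.00419, within a range of 0.00419 to 0.434 over the alternatives). The difference of the responses was 0.18 without Col-0_mock replicate 1. It was 0.17 with array weights, chosen after the data were seen. The 15 genes of nitrile and cyanide metabolism, 1 named or listed by the paper, had a median of −0.42 in Col-0 (adjusted p = 0.849, mean 0.34, the test pointing downward; slides −1.14, −0.69 and 0.29; 4 upregulated, 3 downregulated) and −0.48 in *nia1nia2* (adjusted p = 0.658, mean 0.03, the test pointing downward; slides −0.66, −0.34 and −0.31; 2 upregulated). The difference was 0.21 (adjusted p = 0.518; slides −0.12, −0.34 and 0.56) and −0.04 without Col-0_mock replicate 3.

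For the DEGs of each genotype between 3BN and mock, the real split was the only 1 of 10 that gave any call, in Col-0 and in *nia1nia2*; so few splits do not decide. Noise reshuffled around equal group means gave as many as the 5670 DEGs of Col-0 in 0 of 100 draws and as many as the 3095 of *nia1nia2* in 0 of 100 (largest draw 0 in both, by limma). This argues against such noise, although these draws spread the wide residuals of Col-0 over all groups. The excess of DEGs in Col-0 over *nia1nia2* in the shared fit was 2575. It was matched by 1 of 100 draws of genotype labels, the real one (the largest other was 2405). Of 32 swaps of the genotypes within pairs of arrays, 1 matched it, the real one (the largest other was 2210). Each share is the smallest its test can give. Both tests take the spread of the genotypes as equal, whereas the median residual SD was 0.48 in Col-0 and 0.22 in *nia1nia2*. With each genotype fitted on its own the order was reversed, so chance is not excluded. The 3076 genes called only in Col-0 were as many or more in 2 of 100 draws of noise around equal responses (median draw 1011, largest 3904). Those draws move residuals freely between all groups, although the median SD was 0.52 in Col-0_mock and 0.14 in *nia1nia2*_mock. They lack the wider spread of Col-0 and cannot decide whether it gave these calls. With the pairs of arrays kept, 3 of 100 draws gave as many (median draw 1513, largest 3908), which argues against noise of that kind. The 501 called only in *nia1nia2* were matched in 93 of 100 draws and in 59 of 100 with the pairs kept, so noise around equal responses is enough for them.

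With each genotype fitted on its own, fewer genes were called in Col-0 than in *nia1nia2*. The median residual SD of the Col-0 arrays was 2.20 times that of the *nia1nia2* arrays, as a wider spread in Col-0 requires. Col-0_mock replicate 1 alone is not the whole cause: with mock replicate 1 of both genotypes left out, Col-0 minus *nia1nia2* was still −1465. Whether the wider spread of Col-0 has a biological origin was not tested.

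Col-0_mock replicate 1 stood apart from the other mock arrays. It was scanned apart from the others, with a local background of 50.6 (55.6 to 93.4 on the other arrays), 818 spots marked as outliers (7 to 57) and a spike-in slope of 1.13 (0.939 to 0.969), and a separate scan may explain part of its deviation. *NIA2* was at 6.57 on it, which argues against a mislabelled genotype. On an axis from *nia1nia2*_mock at 0 to *nia1nia2*_3BN at 1 it lay at 0.23, against 0.05 and 0.10 for the other Col-0_mock arrays and at least 1.07 for Col-0_3BN, which argues against a mislabelled treatment. A curve over the mean signal removed 12.0% of the variance of its deviation, which argues against a distortion that depends on signal as the whole cause. No biological explanation was tested.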
